# Multilevel interrogation of H3.3 reveals a primordial role in transcription regulation

**DOI:** 10.1186/s13072-023-00484-9

**Published:** 2023-04-07

**Authors:** Syed Nabeel-Shah, Jyoti Garg, Kanwal Ashraf, Renu Jeyapala, Hyunmin Lee, Alexandra Petrova, James D. Burns, Shuye Pu, Zhaolei Zhang, Jack F. Greenblatt, Ronald E. Pearlman, Jean-Philippe Lambert, Jeffrey Fillingham

**Keywords:** H3.3, Histone variant, HIRA, CAF1, Asf1, NASP, RBBP4/7, Chromatin, Epigenetics, Functional proteomics, Tetrahymena

## Abstract

**Background:**

Eukaryotic cells can rapidly adjust their transcriptional profile in response to molecular needs. Such dynamic regulation is, in part, achieved through epigenetic modifications and selective incorporation of histone variants into chromatin. H3.3 is the ancestral H3 variant with key roles in regulating chromatin states and transcription. Although H3.3 has been well studied in metazoans, information regarding the assembly of H3.3 onto chromatin and its possible role in transcription regulation remain poorly documented outside of Opisthokonts.

**Results:**

We used the nuclear dimorphic ciliate protozoan, *Tetrahymena thermophila*, to investigate the dynamics of H3 variant function in evolutionarily divergent eukaryotes. Functional proteomics and immunofluorescence analyses of H3.1 and H3.3 revealed a highly conserved role for Nrp1 and Asf1 histone chaperones in nuclear influx of histones. Cac2, a putative subunit of H3.1 deposition complex CAF1, is not required for growth, whereas the expression of the putative ortholog of the H3.3-specific chaperone Hir1 is essential in *Tetrahymena*. Our results indicate that Cac2 and Hir1 have distinct localization patterns during different stages of the *Tetrahymena* life cycle and suggest that Cac2 might be dispensable for chromatin assembly. ChIP-seq experiments in growing *Tetrahymena* show H3.3 enrichment over the promoters, gene bodies, and transcription termination sites of highly transcribed genes. H3.3 knockout followed by RNA-seq reveals large-scale transcriptional alterations in functionally important genes.

**Conclusion:**

Our results provide an evolutionary perspective on H3.3’s conserved role in maintaining the transcriptional landscape of cells and on the emergence of specialized chromatin assembly pathways.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-023-00484-9.

## Introduction

The fundamental repeating unit of chromatin is the nucleosome which is composed of two copies each of the four core histones H2A, H2B, H3, and H4 around which about 147 bp of DNA is wrapped [1]. In most eukaryotes, two classes of histones have been described: (1) replicative or canonical histones, expressed only during the S phase of the cell cycle, which are assembled onto chromatin in a DNA replication-dependent (RD) manner, and (2) variant histones, which differ in their primary amino acid sequences, are expressed throughout the cell cycle, and can be deposited in a replication-independent (RI) fashion [2]. For example, in humans, H3.1 and H3.2 are two RD histones, whereas H3.3 is an RI variant histone.

The RI histone variants have an uneven distribution across the genome, carry specific posttranslational modifications (PTMs), and can affect gene expression by altering the chromatin state [3]. Human H3.3 differs from H3.1 and H3.2 at only five and four evolutionarily conserved amino acid residues, respectively [4]. H3.3 exhibits enrichment in gene bodies of actively transcribed genes, at promoter regions of both active and inactive genes, and at genic and intergenic regulatory regions in animal model systems [5]. Moreover, H3.3 accumulation over genes correlates with that of RNA polymerase II (RNAPII), indicating that H3.3 marks regions of active transcription [6, 7]. Human H3.3 has also been found to be enriched at telomeres, as well as at pericentric heterochromatin [8]. H3.3 has been linked to several human diseases, including cancer. For example, missense mutations at K27 and G34 of H3.3 have been observed in over 60% of pediatric high-grade gliomas, and mutations at K36 and G34 of H3.3 have been reported in over 90% of bone tumors [9–11].

Anti-silencing factor 1 (Asf1) and Nuclear autoantigenic sperm protein (NASP) are two generalized histone chaperones that function in the transport of newly synthesized histones H3(H3.3)/H4, as well as the buffering of excess histones [12–14]. RD and RI H3s are deposited onto chromatin by distinct chaperone complexes. Mammalian H3.1 and H3.2 are deposited by the heterotrimeric chromatin assembly complex 1 (CAF1), whereas H3.3 is deposited at transcriptionally active regions by the Histone Regulator A (HIRA) complex [15, 16]. The CAF1 complex consists of the three subunits in humans, i.e., p150, p60, and p48 (also RbAp48 or RBBP4) (Cac1, Cac2, and Cac3 in budding yeast, respectively). The p60 subunit of CAF1 consists largely of WD40 repeats, displays H3/H4 binding activity, and contains two B-domains that mediate CAF1 interaction with Asf1 [17, 18]. Budding yeast cells lacking *CAC1, CAC2,* and *CAC3* are viable; however, they are sensitive to a variety of DNA damaging agents [19]. The HIRA complex is composed of HIRA (Hir1, Hir2 in budding yeast), calcineurin-binding protein 1 (CABIN1), and Ubinuclein 1 (UBN1) [20, 21]. HIRA depletion causes severe defects during mouse embryonic development [22], and in budding yeast, mutations in *HIR* genes are known to display synthetic defects or lethality when combined with mutations in genes that encode the components of the transcription elongation factor (FACT) complex [23]. HIRA is also a WD40 repeat protein and contains Asf1-interacting B-domain sequences [24]. The prevailing view regarding histone deposition is that Asf1 escorts H3.1/H4 and H3.3/H4 dimers and transfers them to either the CAF1 or HIRA complex, respectively, which subsequently deposits them onto chromatin [15, 16]. H3.3 deposition at telomeres and pericentric heterochromatin regions takes place through a distinct chaperone complex DAXX–ATRX [8]. Neither DAXX nor ATRX is found in yeast, consistent with a recent evolutionary origin of these proteins.

The essentiality of H3.3 appears to be species dependent. For example, RD H3 can compensate for the loss of H3.3 in somatic tissues during *Drosophila melanogaster* development [25]. Similarly, H3.3 is not essential in *Caenorhabditis elegans* [26]. In contrast, a complete loss of H3.3 causes lethality in *Arabidopsis thaliana* [27]. *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe* contain only one non-centromeric histone H3, which is closely related to H3.3 [28]. Both organisms, however, contain CAF1 and HIRA-like chaperones. In certain organisms, such as *Drosophila*, the deposition of H3.3 can occur via both RD and RI pathways [25]. Evolutionary studies have suggested that H3.3 is the ancestral form of H3.1/2 [4]. Even though H3.3 has been well characterized in metazoans, the dynamics of its incorporation, deposition complexes, and role(s) in transcription remained poorly examined in early branching eukaryotes.

*Tetrahymena thermophila* is a well-studied unicellular ciliate protozoan. *Tetrahymena* has two structurally and functionally distinct nuclei, a germline diploid micronucleus (MIC) and a somatic polyploid macronucleus (MAC), maintained within a single cytoplasm [29]. During vegetative growth, the MIC is transcriptionally silent and divides mitotically, whereas the MAC essentially controls all gene expression and divides amitotically [29]. Both nuclei are derived from the same zygotic nucleus during sexual reproduction (conjugation) [30]. During conjugation, two developing nuclei undergo meiosis and substantial chromatin alterations including DNA rearrangements and removal of ‘internally eliminated sequences’ (IES) [30–33]. Conjugation is initiated by mixing starved *Tetrahymena* cells of different mating types. In starved *Tetrahymena*, while the MAC remains transcriptionally active, the DNA replication and cell division are halted. At the onset of conjugation, the MIC enters meiosis, adopts a highly elongated shape referred to as the crescent, and becomes transcriptionally active. Transcription stops after the crescent stage, and MICs undergo two meiotic divisions, producing four identical haploid pronuclei. One of the progeny nuclei, the selected pronucleus, undergoes a prezygotic mitosis to produce two pronuclei, followed by the exchange of one pronucleus between the mating pairs and fusion to produce a zygotic nucleus. The zygotic nucleus undergoes two post-zygotic mitoses producing four nuclei, two of which become new MICs, while the remaining two develop as new MACs (NM, known as analgen). The parental MAC is degraded, and transcription is initiated from analgen. Owing to the nuclear dualism and separation of two chromatin states, *Tetrahymena* is an excellent experimental system to study chromatin-related processes and gene expression regulatory pathways [34, 35].

In addition to metazoans, H3 variants are also commonly found in ciliates. For example, 8 histone H3 variants have been detected in *Stylonychia lemnae*, although the functional relevance of these many histone genes has remained unknown [36, 37]. In *Euplotes crassus*, two distinct H3s have been identified that are differentially expressed at different stages of the life cycle, suggesting functional divergence of H3 in this organism [38]. In *Tetrahymena*, four non-centromeric histone H3 genes, *HHT1–HHT4,* have been identified [39]*. HHT1* and *HHT2* encode the same canonical RD H3 protein. Both canonical RD H3s are expressed during vegetative growth but repressed in starved cells. *HHT3* and *HHT4* encode H3.3-like variants. While *HHT3* (H3.3) is constitutively expressed in growing and starved cells [40, 41], *HHT4* (H3.4, not to be confused with testis-specific H3.4 found in animals) is very weakly expressed if at all [39]. A recent study has shown that the *HHT2* expression level peaks in S phase, while the *HHT3* level remains stable across the cell cycle in *Tetrahymena* [42]. Although, canonical H3s are strictly deposited in an RD manner, H3.3 and H3.4 can be deposited both by a transcription-associated RI pathway and inefficiently by an RD pathway [39]. Knockout (KO) studies have shown that neither the RD nor the RI H3s are essential for *Tetrahymena* growth [39]. *Tetrahymena* cells depleted of RD H3s grow more slowly than the wildtype unless either of the RI variants is overexpressed. H3.3 KO cells, although viable, exhibit developmental defects [39]. Furthermore, in H3.3 KO cells, H3.4 is upregulated suggesting functional redundancy among H3 variants in *Tetrahymena* [39]. Although the deposition pathways have been studied previously [39], the RD and RI deposition complexes and the role of *Tetrahymena* H3.3 in transcription regulation have not previously been investigated.

Here we utilized functional proteomics and genomics approaches to characterize the RD and RI H3 variants, their chaperones, and transcriptional regulatory role(s) of H3.3 in *Tetrahymena*. Our proteomics analyses identified highly conserved chaperones, including N1/N2(NASP)-related protein 1 (Nrp1) and Asf1^Tt^, as the major interaction partners for both H3 and H3.3. We found that Cac2 and Hir1 have distinct localization patterns during different stages of the *Tetrahymena* life cycle. Moreover, Cac2 appears to be dispensable for chromatin assembly, whereas Hir1 is an essential gene in *Tetrahymena*. Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) experiments revealed a strong enrichment for H3.3 in the genic regions, particularly promoters, gene bodies, and near the transcription end sites of highly expressed genes during growth. Loss of H3.3 resulted in extensive remodeling of the transcriptome during vegetative growth. We suggest that H3.3 has an evolutionarily conserved role in maintaining the transcriptional landscape of cells and in fine-tuning the regulated expression of functionally important genes.

## Results

### Identification of *Tetrahymena* H3 and H3.3 interaction networks

We first analyzed the phylogenetic distribution of RD and RI histone H3s in early branching eukaryotes and observed that H3s clustered together based on species rather than variant types (Fig. 1A). The putative RD and RI H3 variants were well separated within each clade, suggesting a division between the RD and RI pathways in early branching eukaryotes (Fig. 1A). To explore RD and RI H3 variant dynamics in deep branching eukaryotes, we utilized *Tetrahymena* as a model system and identified H3 and H3.3 interaction partners that might assist in their deposition onto chromatin. Since *HHT4* is not expressed at appreciable levels in wildtype *Tetrahymena* cells, and *HHT3* is considered the major RI variant [39], we focused our studies on this variant. We engineered *Tetrahymena* cell lines stably expressing RD *HHT2* and RI *HHT3* with a C-terminal FZZ or GFP epitope tag from their endogenous MAC loci (Additional file 2: Fig. S1A, B). Both FZZ (3 × FLAG followed by two protein A moieties separated by a TEV cleavage site) and GFP epitope tags can be utilized in affinity purification as well as indirect immunofluorescence (IF) experiments. Western blotting assays in whole cell extracts (WCEs) prepared either from the epitope-tagged *HHT2* and *HHT3* cells or untagged wildtype *Tetrahymena* confirmed the successful expression of tagged H3 and H3.3 proteins (Fig. 1A). GFP or FZZ epitope-tagged histones have been previously shown to remain functionally competent and are deposited onto chromatin in *Tetrahymena* [39, 43]. Our IF analysis indicated that H3 localized in both MAC and MIC, whereas RI variant H3.3 was predominantly macronuclear, and only a faint signal was observed in the MIC in growing *Tetrahymena* (Additional file 2: Fig. S1C) [39, 44]. These results are consistent with previous studies showing that *Tetrahymena* H3.3 inefficiently enters the RD chromatin assembly pathway in MICs [39].

**Fig. 1:**
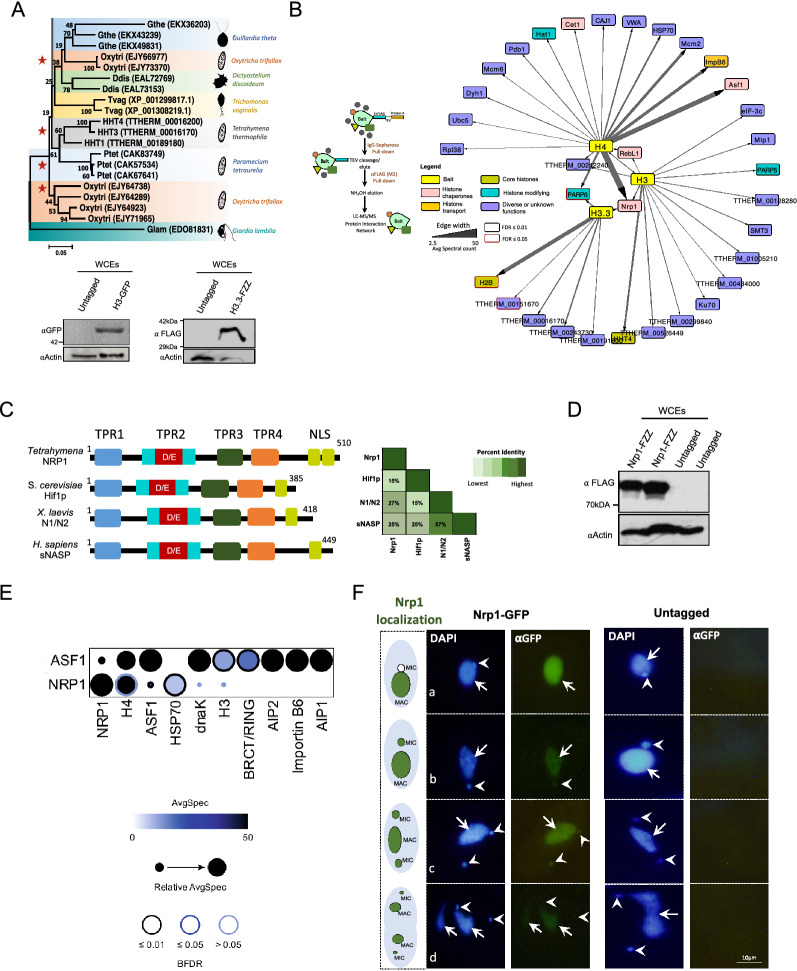
Identification of the H3 and H3.3 interactomes in *Tetrahymena*. **A** Top, Neighbor-joining phylogenetic analysis of RD and RI H3 proteins. Different species are highlighted in different colors. The numbers on the branches represent confidence values based on 1000 bootstrap replicates. Red stars indicate ciliates. Accession numbers are shown in brackets. Silhouettes adapted from http://phylopic.org/. Bottom, Western blotting analysis using whole cell lysates prepared from vegetative *Tetrahymena* cells expressing H3-GFP (H3 ∼ 15.43 kDa + GFP ∼ 27 kDa) and H3.3-FZZ (H3.3 ∼ 15.5 kDa + FZZ ∼ 18 kDa). The blots were probed with the indicated antibodies. **B** Left, Schematic representation of tandem affinity purification procedure. Right, Network representation of high-confidence (FDR ≤ 0.01) H3, H3.3, and H4 co-purifying proteins. See Additional file 1: Tables S1, S2 for complete AP-MS results. **C** Comparative domain analysis of *Tetrahymena* Nrp1 protein against *Homo sapiens*, *Xenopus laevis*, and *Saccharomyces cerevisiae* orthologs. Overall sequence identity among the orthologs is shown on the right. **D** Western blotting analysis using whole cell lysates prepared from growing *Tetrahymena* cells expressing Nrp1-FZZ (Nrp1∼ 59 kDa + FZZ ∼ 18 kDa). The blot was probed with the indicated antibodies. **E** Dot plot representation of high-confidence (FDR ≤ 0.01) Nrp1 and Asf1^Tt^ co-purifying proteins from vegetatively growing *Tetrahymena*. Inner circle color shows the average spectral count, the circle size indicates the relative prey abundance, and the circle outer edge is the SAINT FDR. See Additional file 1: Table S3 for complete AP-MS results for Nrp1. **F** Indirect immunofluorescence analysis of Nrp1-GFP in growing *Tetrahymena*. Nrp1 localization at different cell cycle stages is also indicated in the left panel. Untagged wildtype cells were used as a control. DAPI stained the nuclei, and the position of the MAC and MIC is indicated with arrows and arrowheads, respectively

We used our established affinity purification (AP) coupled to tandem mass spectrometry (AP-MS) pipeline to identify the H3 and H3.3 interactomes (Fig. 1B) [45, 46]. The AP-MS data were curated using SAINTexpress which employs semiquantitative spectral counts for assigning a confidence value to individual protein–protein interactions [47]. Application of SAINTexpress to the AP-MS data for two biological replicates of H3 and H3.3 affinity purifications from growing *Tetrahymena* cells filtered against > 15 control experiments discovered several interaction partners that pass the cut-off confidence value (Bayesian FDR ≤ 0.01) (Fig. 1B; Additional file 1: Table S1, S2). Our analysis revealed that H3 co-purifies with 14 significant interacting partners. Notably, among these high-confidence H3 interaction partners were H4, histone chaperones Nrp1 and RebL1, DNA double-stranded break (DSB) repair protein Ku70, and Poly [ADP-Ribose] Polymerase 5 (PARP5) (FDR ≤ 0.01) (Fig. 1B). Application of SAINTexpress to the H3.3 AP-MS data revealed Nrp1 as a high-confidence interaction partner, in addition to two functionally uncharacterized metabolic proteins (FDR ≤ 0.01). Nrp1 is the ortholog of the human NASP protein, a key generalized H3(H3.3)/H4 chaperone that has been shown to function in multiple aspects of histone metabolism ranging from histone transport to buffering of excess histones [15].

To provide a more comprehensive view of the H3(H3.3)/H4 interactome, we included our recently published H4 AP-MS data in our analyses (Fig. 1B) [48]. We have previously reported that Asf1^Tt^ and Nrp1 likely function in the transport pathway of newly synthesized H3/H4 in *Tetrahymena* [46] and, consistent with this, Asf1^Tt^ was identified as a high-confidence interaction partner for H4. We also identified Asf1^Tt^ in the H3 and H3.3 interactomes; however, it did not pass our statistical cut-off (FDR ≤ 0.01). Additionally, RebL1 was identified as a shared interaction partner between H3 and H4 (FDR ≤ 0.01). RebL1 is the putative ortholog of the CAF1 subunit Cac3 in *Tetrahymena* [48]. The co-purification of RebL1 with both H3 and H4, but not with RI H3.3, is consistent with the role of CAF1 in RD assembly. Although the *Tetrahymena* genome appears to encode a single putative homolog of the RI chaperone HIRA, it was not detected in our H3.3 protein interaction data (see below). The co-purification of Nrp1 with all three examined histones, H3, H3.3, and H4, is consistent with the reported roles of NASP-family proteins as histone chaperones. To investigate its function(s) in *Tetrahymena* we further characterized Nrp1.

### Nrp1 localization in MIC is cell cycle-dependent during vegetative growth

Newly synthesized histones H3 (H3.3)/H4 are transferred through several protein complexes in the cytoplasm before their entry into the nucleus [13, 14]. Asf1 and NASP are two major chaperones that function in the supply of newly synthesized histones [15]. NASP-family proteins contain a highly conserved domain architecture with four TPR motifs (TPR1-4), where the second TPR is interrupted by acidic patches (SHNi-TPR) [49–52]. Multiple sequence alignment analysis revealed that the Nrp1 TPR motif architecture is conserved in *Tetrahymena*, where the interrupted TPR2 is flanked by TPR1 and TPR3/4 (Fig. 1C).

To characterize the histone supply chain-related chaperones in *Tetrahymena*, we engineered knock-in cell lines with tagged *NRP1-FZZ* and *NRP1-GFP* at the endogenous MAC site, then performed AP-MS using Nrp1-FZZ as a bait (Fig. 1D). Application of SAINTexpress to the AP-MS data identified two high-confidence Nrp1 interaction partners, Asf1^Tt^ and DnaK, the latter sharing similarity with the heat shock protein HSP70 (FDR ≤ 0.01; Fig. 1E; Additional file 1: Table S3). Analysis of the Asf1^Tt^-FZZ AP-MS data reciprocally identified Nrp1 as a high-confidence interaction partner [46] (Fig. 1E), consistent with their reported interaction across diverse eukaryotes. In *Tetrahymena*, two additional proteins, Aip1 (Asf1-interacting protein 1) and Aip2, have been suggested to function in the H3/H4 transport pathway due to their interaction with Asf1^Tt^ and Importinβ6 [46]. To further characterize their role in the Asf1^Tt^-Nrp1-Importinβ6 pathway, we engineered *Tetrahymena* cell lines stably expressing Aip1-FZZ from their native MAC loci and subjected them to our AP-MS pipeline (Additional file 2: Fig. S2A). Despite our numerous attempts, we could not successfully express Aip2-FZZ from its endogenous MAC locus. While Aip1 was successfully recovered in these experiments, no other interacting protein passed our statistical threshold (FDR ≤ 0.01) (Additional file 1: Table S4).

IF staining in growing *Tetrahymena* indicated that while Asf1 predominantly localized to the MIC and faintly to the MAC, Nrp1 primarily localized to the MAC during vegetative growth (Fig. 1F). During vegetative growth MAC and MIC divide by different mechanisms, i.e., amitosis and mitosis, respectively, and at different stages of the cell cycle [53]. The MIC S phase occurs immediately following its M phase, without any intervening G1 phase. For the MAC, there are well-defined G1, S, G2, and amitosis phases. During interphase, the MIC typically sits in a pocket-like recess in the MAC surface. At the initiation of mitosis, the MIC starts to move away from the MAC. Once the MIC finishes dividing, the MAC initiates its division, and the MIC enters S phase of the cell cycle due to the lack of a distinct G1 phase in *Tetrahymena*. Our IF analysis revealed that Nrp1 localized to the MIC when it started moving away from the MAC (Fig. 1F-b). The staining persisted until the end of cytokinesis, indicating that Nrp1 is present in the MIC during S phase (Fig. 1F-d). These results suggest that Nrp1 localization to the MIC is DNA replication dependent. Consistently, in starved cells when DNA replication is halted, Nrp1 was only observed in the MAC (Additional file 2: Fig. S2B). On the other hand, Aip1-FZZ predominantly localized in the cytoplasm of growing *Tetrahymena* cells. This diffused cytoplasmic signal (Additional file 2: Fig. S2C) suggests that Aip1 does not have nuclear functions. In contrast, the MAC-specific H2A variant Hv1-FZZ and the MIC-specific linker histone Mlh1-FZZ, which were used as controls in these experiments, exclusively localized to the MAC and MIC, respectively (Additional file 2: Fig. S2D), as reported previously [54], while untagged control *Tetrahymena* cells (Fig. 1F) showed no significant signal. These results suggest a conserved role for Nrp1 in the cell cycle-dependent supply of histones to the MIC and MAC, required for DNA replication during vegetative growth in *Tetrahymena*.

### Proteomic analysis of chromatin assembly complexes

In mammals and budding yeast, HIRA and Cac2 have been shown to interact with Asf1 (reviewed in Ref. [15]). Considering that neither of these proteins co-purified with Asf1^Tt^, nor did we identify any putative HIRA homologs as an H3.3 interaction partner (Fig. 1B and E), we aimed to identify and characterize these complexes in *Tetrahymena*. We have recently identified putative CAF1 subunits Cac1^Tt^ and Cac2^Tt^ via AP-MS of RebL1 (Cac3), which itself co-purified with histones H3 and H4 (Fig. 1B) [48]. To identify any putative HIRA homologs, we searched the *Tetrahymena* genome using budding yeast Hir1 and found a single gene, TTHERM_00046490, that appeared to encode a HIRA-like protein (Hir1^Tt^). To further characterize the identified proteins, we performed phylogenetic analysis using protein sequences from diverse eukaryotic species and observed that HIRA and Cac2 form two distinct clusters on the phylogenetic tree (Fig. 2A). While Cac2^Tt^ clustered together with its putative orthologs, Hir1^Tt^ did not group together with other HIRA orthologs (Fig. 2A), suggesting that Hir1^Tt^ might be functionally divergent. HIRA and Cac2 are WD-40 repeat-containing ancient paralogs that form β-propeller structures to provide a scaffold for mediating protein–protein interactions [20, 55]. Our sequence and structural analysis revealed that both Hir1^Tt^ and Cac2^Tt^ contain WD-40 repeats (Fig. 2A). Analysis of publicly available microarray data [56] revealed remarkable similarity in the expression profiles of Asf1^Tt^, Hir1^Tt^, and Cac2^Tt^ during *Tetrahymena* growth and development (Additional file 2: Figure S3), suggesting functional links among these proteins. Multiple sequence alignment analysis revealed the presence of a highly conserved Asf1-interacting B-domain in both Hir1^Tt^ and Cac2^Tt^ (Fig. 2A). We utilized the machine learning-based software AlphaFold2 to predict the structures of *Tetrahymena* Asf1^Tt^, Hir1^Tt^ and Cac2^Tt^ de novo [57]. The highly conserved N-terminal region of Asf1^Tt^ (1–156 amino acids) was predicted to form β-sheets organized into an Ig-like fold (Additional file 2: Fig. S4A–D), as has been shown in other organisms [24, 58]. As expected for the WD-40 repeat proteins, both Cac2^Tt^ and Hir1^Tt^ were predicted to fold into β-propeller-like structures (Additional file 2: Figs. S5, S6). The putative B-domains of both proteins were found outside of the predicted β-propellers. We performed protein complex predictions to model the interaction surfaces for Asf1^Tt^-Cac2^Tt^ and Asf1^Tt^-Hir1^Tt^ complexes. Cac2^Tt^ was predicted to form a highly stable complex with Asf1^Tt^ through its B-domain residues (Fig. 2B; also see Additional file 2: Figs. S7 and S8). Cac2^Tt^ residues G531, K534, and D372 were predicted to be within 3 Å distance from the Asf1^Tt^ residues K87, D89, and R146 (Fig. 2B). In contrast to Cac2^Tt^, however, no significant intermolecular interactions were predicted between Hir1^Tt^ and Asf1^Tt^ (Additional file 2: Fig. S9A). Although the unstructured regions of Hir1^Tt^ had low predictive confidence (Additional file 2: Fig. S9B), these results suggest that Hir1^Tt^ might be functionally divergent from its counterparts in humans and budding yeast, consistent with our phylogenetic analysis.

**Fig. 2:**
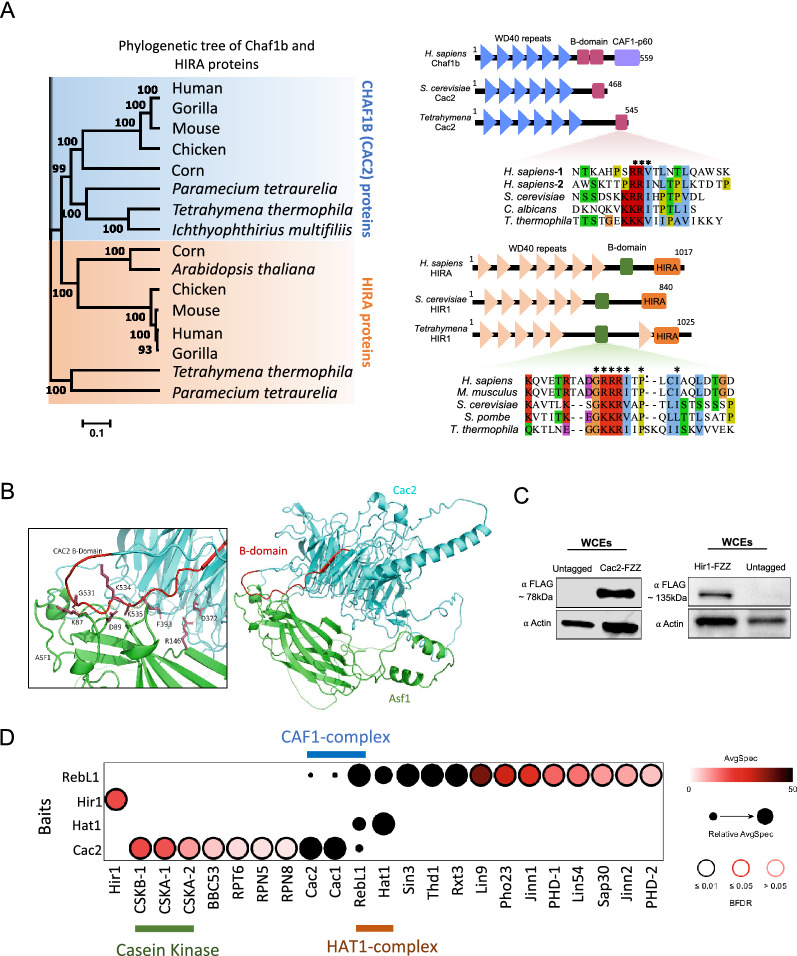
*Tetrahymena* Cac2 and Hir1 have highly conserved Asf1-interacting B-domain-like sequences. **A** Left, Neighbor-joining phylogenetic analysis of HIRA and Cac2 proteins. Different subfamilies are highlighted in different colors. The numbers on the branches represent confidence values based on 1000 bootstrap replicates. Right, Comparative domain analysis of *Tetrahymena* Cac2^Tt^ and Hir1^Tt^ proteins against *H. sapiens*, and *S. cerevisiae* orthologs. Highly conserved B-domain sequences are shown as multiple sequence alignments for both Cac2^Tt^ and Hir1^Tt^ proteins. **B** Visualization of the predicted binding interface between TTHERM_00219420 (Cac2) and TTHERM_00442300 (Asf1). Cac2^Tt^ is colored in cyan; Asf1^Tt^ is colored green. The B-domain of Cac2^Tt^ is highlighted in red. Labeled residues (K87-G531, D89-K534, R146-D372) are predicted to form polar intermolecular contacts between Asf1^Tt^ and Cac2^Tt^ within 3 Å, as well as an intramolecular π interaction (F393-K535) involving a Lysine residue within the B-domain of Cac2^Tt^ (T527–Y545). All interactions are shown as dashed yellow lines. **C** Western blotting analysis using whole cell lysates prepared from growing *Tetrahymena* cells expressing Cac2^Tt^ -FZZ (left; Cac2 ∼ 63 kDa + FZZ ∼ 18 kDa) and Hir1^Tt^-FZZ (right; Hir1 ∼ 117 kDa + FZZ ∼ 18 kDa). The blots were probed with the indicated antibodies. **D** Dot plot representation of the interaction partners identified with Cac2^Tt^, Hir1^Tt^, Hat1^Tt^, and RebL1 in growing *Tetrahymena* cells. Inner circle color shows the average spectral count, the circle size indicates the relative prey abundance, and the circle outer edge is the SAINT FDR. See Additional file 1: Tables S5, S6, and S8 for complete AP-MS data

To further characterize and examine the interaction profiles of these proteins, we engineered epitope-tagged *Tetrahymena* cell lines expressing Hir1^Tt^-FZZ and Cac2^Tt^-FZZ from their native chromosomal loci (Fig. 2C) and subjected them to AP-MS analysis (Additional file 1: Tables S5, S6). While we did not detect any significant interaction partners for Hir1^Tt^-FZZ under our experimental conditions (FDR ≤ 0.01) (Additional file 1: Table S5), Cac2^Tt^-FZZ recovered a number of proteins after application of SAINTexpress to the AP-MS data, including the other two putative CAF1 subunits, Cac1 and RebL1 (Fig. 2D; Additional file 1: Table S6). Additionally, three putative subunits of the Casein kinase II complex (CKII) co-purified as high-confidence Cac2^Tt^-FZZ interaction partners (FDR ≤ 0.01; Additional file 1: Table S6). The CKII complex is a conserved serine/threonine kinase which, in humans and yeast, is composed of two regulatory beta subunits (CSKB) and two catalytic alpha (CSKA) subunits [59]. Two of the identified proteins, TTHERM_01345800 and TTHERM_01000180, shared sequence similarities with the budding yeast CSKA1 and CSKA2 subunits, respectively, whereas TTHERM_00780530 appeared to be the single putative homolog of the two regulatory beta subunits (hereafter designated as CSKB1) (Additional file 1: Table S6). Although further studies are required to examine the catalytic activity and functional significance of the CKII-CAF1 interaction, our AP-MS analysis of cells with tagged CSKB1-FZZ knocked into the endogenous site identified a large number of proteins, suggesting that CKII clients include functionally diverse proteins in *Tetrahymena* (Additional file 1: Table S7).

Despite numerous attempts, we could not successfully express Cac1^Tt^-FZZ from its native MAC locus. We therefore employed our recently reported RebL1 AP-MS data in our analysis to provide a comprehensive view of the putative CAF1 complex in *Tetrahymena* [48]. RebL1 interacts with multiple chromatin/transcriptional regulatory complexes, including CAF1 subunits and the histone acetyl transferase Hat1 [48]. In humans, two distinct proteins, RBBP4 and RBBP7 (Hat2 and Cac3 in yeast, respectively), function as subunits of the Hat1 and CAF1 complexes, respectively. We generated epitope-tagged *Tetrahymena* cell lines expressing Hat1-FZZ from its native MAC locus (Additional file 2: Fig. S10A) and subjected them to our proteomics pipeline. Application of SAINTexpress identified RebL1 as the sole high-confidence Hat1-FZZ interaction partner (Fig. 2D; Additional file 1: Table S8). These results further supported our previous findings that a single ortholog of RBBP4 and RBBP7 functions as a subunit of both the CAF1 and HAT1 complexes in *Tetrahymena*.

### Cac2 is dispensable for growth in *Tetrahymena*

To investigate the functions of these newly identified, putative RD and RI assembly complexes, we attempted to generate *CAC2*^*Tt*^ and *HIR1*^*Tt*^ knockout (KO) cell lines. We utilized homologous recombination-mediated gene replacement to replace the endogenous *CAC2*^*Tt*^ and *HIR1*^*Tt*^ loci with a drug resistance marker (*NEO4*) (Fig. 3A). PCR-based assays were used to verify the correct integration of the *NEO4* cassette into the targeted genomic loci (Additional file 2: Fig. S11). The *CAC2*^*Tt*^ and *HIR1*^*Tt*^ KO transformants were selected and screened under paromomycin resistance. While *CAC2*^*Tt*^ alleles were successfully replaced by the *NEO4* cassette, we could not obtain complete *HIR1*^*Tt*^ knockout strains (Fig. 3A) suggesting that it might be an essential gene. The *CAC2*^*Tt*^ KO cells, as well as *HIR1*^*Tt*^ knockdown (KD) cells, did not exhibit any growth defects, and cell proliferation was not significantly altered (data not shown). Although *CAC2*^*Tt*^ KO cells exhibited slightly enlarged MACs during vegetative growth, the difference was not statistically significant in comparison with the wildtype cells (*P*-value > 0.05) (Additional file 2: Fig. S12A). Furthermore, there was no significant difference in pairing efficiencies between the *CAC2*^*Tt*^ KO and wildtype cells, and conjugation proceeded normally (Additional file 2: Fig. S12B). Like wildtype mating pairs, *CAC2*^*Tt*^ KO and *HIR1*^*Tt*^ KD MICs underwent meiosis, forming a crescent, and 4 haploid products were observed in both the *CAC2*^*Tt*^ KO and *HIR1*^*Tt*^ KD cells (Additional file 2: Fig. S12B). Subsequent developmental events, including mitotic division, nuclear exchange, post-zygotic mitosis, analgen development, and degradation of the old MAC proceeded normally. The observation that loss of Cac2^Tt^ does not result in any major growth or developmental defect suggests that there might be additional chaperones and/or that there might be functional redundancy in chromatin assembly pathways in *Tetrahymena*.

**Fig. 3:**
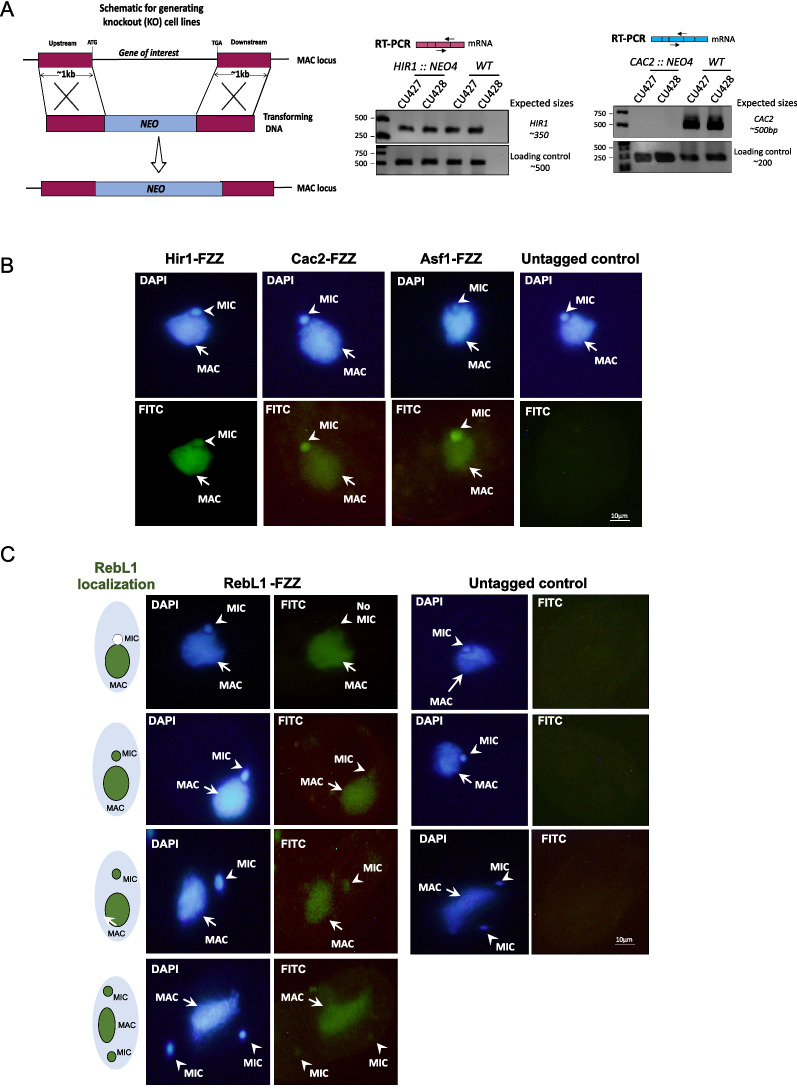
*Tetrahymena* Cac2 and Hir1 knockout analysis. **A** Left, Schematic representation of homologous recombination-mediated gene replacement strategy. The gene targeting vector carries a NEO drug marker which is flanked by 1 kb of DNA that shares sequence identity to upstream and downstream regions of the gene of interest. Right, RT-PCR analyses of *∆HIR1* and *∆CAC2* strains in comparison with wildtype *Tetrahymena* cells. The positions of the primers encompassing exon–exon junctions are indicated for both *∆HIR1* and *∆CAC2.* Bands were observed at the expected sizes. Primers specific to unrelated genes were used as loading controls. **B** Indirect immunofluorescence analysis of Hir1^Tt^-, Cac2^Tt^-, and Asf1^Tt^-FZZ in growing *Tetrahymena*. DAPI was used to stain the nuclei, and the positions of the MAC and MIC are indicated with arrows and arrowheads, respectively. **C** Indirect immunofluorescence analysis of RebL1-FZZ in dividing cells during *Tetrahymena* vegetative growth. DAPI was used to stain the nuclei, and the positions of the MAC and MIC are indicated with arrows and arrowheads, respectively. RebL1 localization at different cell cycle stages is also indicated as a cartoon in the left panel

### Cac2 and Hir1 have distinct localization patterns

To further characterize Cac2^Tt^ and Hir1^Tt^, we carried out indirect immunofluorescence experiments during vegetative growth. While Hir1^Tt^-FZZ localized to both MAC and MIC, Cac2^Tt^-FZZ predominantly localized to the MIC and faintly to the MAC (Fig. 3B). The localization profile of Cac2^Tt^ is similar to that of Asf1^Tt^, which also predominantly localized to the MIC during vegetative growth [46] (Fig. 3B). This observation also suggested that Cac2^Tt^ and Asf1^Tt^ might be functionally linked, consistent with our protein complex predictions. Unlike Cac2^Tt^, however, we found that both RebL1- and Hat1-FZZ localized predominantly to the MAC, and their localization to the MIC appeared cell cycle dependent (Fig. 3C, Additional file 2: Fig. S10B). These results suggest that a heterotrimeric CAF1 complex might not be present in the MICs of non-dividing *Tetrahymena* cells, and Cac2^Tt^ might have an additional MIC-specific function(s).

During starvation the MAC remains transcriptionally active; however, DNA replication is halted [29]. H3.3 has been found to localize exclusively to the MAC, whereas overexpressed H3 does not show any signal in either of the nuclei in starved cells [39]. Hir1^Tt^ did not exhibit any specific staining in starved cells as no signal was observed in either of the nuclei. Hir1^Tt^ is downregulated in starved *Tetrahymena* in comparison with growing cells, as revealed by microarray expression data (Additional file 2: Fig. S13A). This suggests that the observed diffuse pattern of staining might represent either non-specific signal in the absence of a strong target protein in starved *Tetrahymena* or Hir1^Tt^ is actively trafficked out of the nuclei (see below for conjugation IFs). Since H3.3 exclusively localizes to the MAC in starved cells (Additional file 2: Fig. S13B), this observation suggests that Hir1^Tt^ might not be required for transcription-associated RI deposition of H3.3 in the MAC. In contrast to Hir1^Tt^, Cac2^Tt^ localized exclusively to the MIC even though DNA replication was completely abolished, suggesting that the CAF1 complex is not actively trafficked out of MIC or destabilized. These results reinforce the idea that Cac2^Tt^ might have MIC-specific functions independent of its role in RD chromatin assembly. Moreover, consistent with cell cycle-dependent localization to the MIC, RebL1 showed only MAC localization in starved *Tetrahymena* (Additional file 2: Fig. S13C).

In conjugating *Tetrahymena* cells, different nuclei have distinct patterns of replication, transcription, and recombination, and the localization profiles of the RD and RI H3 variants have been extensively documented in previous reports [29, 39]. In mating pairs of Hir1^Tt^-FZZ and WT cells, Hir1^Tt^-FZZ was not detected in meiotic nuclei, and signal appeared diffused throughout the cytoplasm, similar to untagged wildtype *Tetrahymena* (Fig. 4A). These results indicate that Hir1^Tt^ is not present in the crescent MICs, a stage when the MIC is transcriptionally active. After the completion of meiosis, Hir1^Tt^-FZZ signal appeared in the four meiotic products, in addition to the parental MAC (Fig. 4A). During *Tetrahymena* conjugation, one of the meiotic products is selected, whereas the remaining three nuclei are degraded. The selected nucleus undergoes prezygotic mitosis to produce two pronuclei, one of which is then exchanged between the mating pairs. Hir1^Tt^-FZZ signal was consistently observed in the MAC and in the selected pronucleus, whereas it disappeared from the non-selected nuclei (Fig. 4A). The signal persisted in the parental MAC and in the exchanged nuclei through post-zygotic mitosis-I and mitosis-II. In contrast to the Hir1^Tt^-FZZ, however, Cac2^Tt^-FZZ localized in the crescent nucleus, as well as in the selected pronuclei (Fig. 4B). No signal was observed in the MACs at any of the examined conjugation stages. The signal in the MICs persisted through the post-zygotic mitosis. It has been previously shown that the selected pronucleus undergoes chromatin remodeling required to produce mature gametes [60]. The localization profiles of Hir1^Tt^- and Cac2^Tt^-FZZ suggest a role for the putative RD and RI chaperones in the epigenetic reprogramming that occurs in pronuclei during *Tetrahymena* conjugation.

**Fig. 4:**
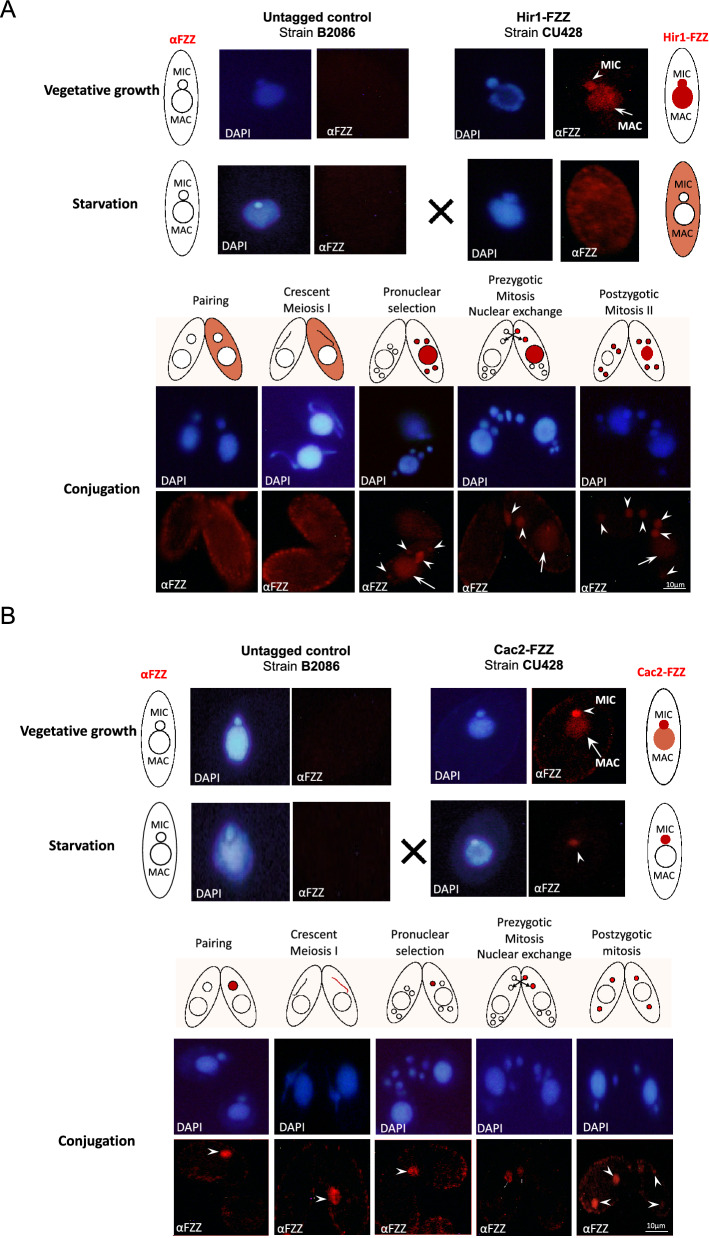
Cac2^Tt^ and Hir1^Tt^ show distinct localization during growth and development in *Tetrahymena*. **A** Hir^Tt^-FZZ localizes to both MAC and MIC during vegetative growth and exclusively to the cytoplasm during starvation. Hir^Tt^-FZZ cells were mated with untagged WT cells of different mating type. During conjugation, Hir1^Tt^-FZZ localizes to the four meiotic products and the parental MAC after the completion of meiosis. Hir1^Tt^-FZZ staining persisted in the parental MAC and the selected pronucleus only. **B** Cac2^Tt^-FZZ localizes predominantly to the MIC and faintly to the MAC during vegetative growth. Cac2^Tt^-FZZ signal was observed exclusively in the MIC during starvation. During conjugation, Cac2^Tt^-FZZ staining was observed in the crescent MIC as well as in the selected pronucleus. Note: Nuclear events are depicted above the images taken for conjugating cells during various developmental stages. DAPI was used to stain the nuclei. The signal observed in both mating types at the anlagen stage is due to the mixing of cellular contents between the pairing cells. CU428, mating type VII, and B2086, mating type II are the strain numbers of the strains obtained from the *Tetrahymena* Stock Center, Cornell University

### H3.3 deposition profile in vegetative *Tetrahymena*

In metazoans, H3.3 has been shown to be enriched in transcriptionally active chromatin domains, indicating a role in transcription regulation [5]. To investigate the genome-wide localization of H3.3, we utilized epitope-tagged *Tetrahymena* cell lines expressing H3.3-GFP from the native MAC loci and performed ChIP-seq experiments in vegetatively growing cells (Additional file 2: Fig. S14). Through peak calling in comparison with the input controls, we identified ∼ 5900 unique genes with reproducible peaks (FDR ≤ 0.05) (Additional file 1: Table S9). We found that H3.3 has the highest enrichment of reads over promoter regions, 1 kb upstream of transcription start sites (TSS), and transcription end sites (TES) (Fig. 5A). Peak distribution analysis indicated that the majority of the H3.3 peaks reside within gene bodies, primarily within exons (Fig. 5B). Furthermore, we found that ~ 39% of the peaks fall within 1 kb of the annotated TSS (Fig. 5C). These results are consistent with previous studies in mammalian cell lines showing the enrichment of H3.3 in promoter regions and gene bodies [5].

**Fig. 5:**
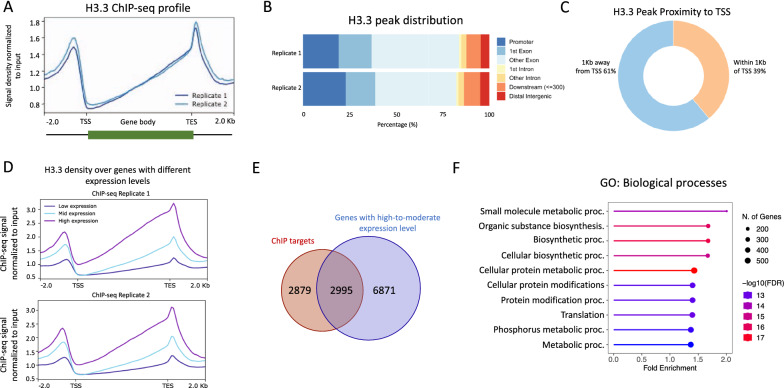
Genome-wide occupancy map of H3.3 in *Tetrahymena*. **A** Standardized metagene plot of H3.3 occupancy. **B** Bar plot depicting the H3.3 ChIP peak distribution with respect to annotated genomic features. **C** H3.3 ChIP peak distribution with respect to annotated TSS ± 1 kb. **D** Metagene plot showing the input normalized H3.3 ChIP-seq density over genes classified based on their expression levels during *Tetrahymena* growth. **E** Venn diagram showing the overlap of H3.3 bound genes with those genes that are classified as high-to-moderately expressed during *Tetrahymena* vegetative growth. **F** Lollipop plot representation of Gene Ontology (GO) terms significantly enriched in H3.3 ChIP-seq target genes (Q < 0.05). Also see Additional file 2: Fig. S14

In mammalian cells, H3.3 has been reported to be enriched in highly expressed genes [6, 7]. To examine this possibility, we used publicly available RNA-seq data that has been used to rank *Tetrahymena* genes based on their expression levels during vegetative growth [61]. By plotting the H3.3 ChIP-seq signal, we observed that H3.3 occupancy positively correlates with gene expression levels, i.e., highly expressed genes exhibit substantially higher H3.3 density in comparison with the mid- and low-expression groups (Fig. 5D). About 51% of H3.3-target genes were highly to moderately expressed, whereas only 32% of the targets were classified as low- to no-expression during *Tetrahymena* growth (Fig. 5E). The remaining ~ 17% of H3.3 targets could not be classified into any expression group. These results suggest that H3.3 is deposited predominantly in highly transcribed genes in *Tetrahymena*, as previously observed in animals and plants [6, 7, 62].

Gene ontology (GO) enrichment analysis related to molecular functions and/or biological processes revealed that the H3.3-target genes were significantly enriched in pathways associated with highly transcribed genes involved in metabolic processes (Fig. 5F, Additional file 2: Fig. S15B). We further analyzed whether H3.3-occupied genes were enriched for any particular protein domains. We found that certain domains, including Myb-like DNA-binding, Ras, kinase, DnaJ, and domains commonly associated with metabolic enzymes, were significantly enriched (Additional file 2: Fig. S15C). We conclude that H3.3 exhibits a conserved chromatin occupancy profile and primarily targets highly expressed genes in *Tetrahymena*.

### Loss of H3.3 alters the transcriptional landscape of cells

*Tetrahymena* cells lacking either the single RI variant or double knockouts (*ΔHHT3 ΔHHT4*) are viable for vegetative growth, and no major defects in global chromatin structure have been observed [39]. To further investigate H3.3’s role in maintaining the transcriptional landscape of cells, we utilized the H3.3 somatic KO *Tetrahymena* in which all macronuclear copies of the *HHT3* gene were replaced with the Neo drug resistance marker [39]. 

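HHT3, the knocked-out gene encoding H3.3 (TTHERM_00016170, chromosome 065, 662767 to 663177, minus strand, in the authors' macronuclear annotation), had 14 and 54 counts in H3.3 KO replicates 1 and 2, and 582 and 785 counts in wildtype (WT) replicates 1 and 2. After TMM normalization, this was 4.80 ± 1.40 CPM (SD, n = 2) in H3.3 KO cells and 44.1 ± 0.976 CPM (SD, n = 2) in WT cells. The log2 fold change was -3.17 (standard error 0.30, adjusted p = 0.0447 from edgeR's quasi-likelihood test). The predicted gene g25486 lies on the opposite strand (662686 to 663053) and overlaps HHT3 over 287 bp. It had 0 and 1 counts in H3.3 KO cells and 408 and 573 counts in WT cells, a log2 fold change of -8.51 (standard error 0.59, adjusted p = 0.0334 from the same test). With counts pooled over the libraries of a genotype, its level in H3.3 KO cells was 0.243% of that in WT cells (95% Clopper-Pearson interval 0.00614% to 1.35%, for counting error only). The strand setting of the counting is not given in the sources used here. No gene lying within another gene had a read (145 on the opposite strand and 42 on the same strand), against 23614 of all 26172 genes. That argues that reads in an overlap were counted for neither gene. The counts of HHT3 would then come from the 124 bp outside the overlap, not from the whole gene. Those of g25486 would come from 81 bp just past the annotated downstream end of HHT3. Reads of HHT3 transcripts running past that end cannot be told apart there from reads of g25486. The call of HHT3 was lost when either WT library was left out (log2 fold change -3.20 without WT replicate 1 and -3.16 without WT replicate 2) and with library totals as the only scaling.
The data are poly(A)-selected RNA from cells in vegetative growth, with 2 independent biological samples of H3.3 KO and 2 of WT cells. The authors trimmed the reads, mapped them with STAR and deposited raw read counts for 26172 genes, without pooling replicates. Counts in genes summed to 6643962 and 9517556 in H3.3 KO replicates 1 and 2, and to 10015031 and 12776391 in WT replicates 1 and 2. The 100 most abundant genes held 45.0% and 32.6% of the counts in the H3.3 KO libraries, and 25.2% and 25.1% in the WT libraries. Genes with a sum of at least 10 counts over the 4 libraries, 20272 in number, were tested with edgeR on the counts as deposited, with TMM factors of 0.554, 0.981, 1.34 and 1.37 in the same order of libraries. A gene was called at an adjusted p at or below 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. With library totals as the only scaling, the median log2 fold change of all tested genes was -0.83, against -0.0258 with TMM factors, so fold changes are relative to the typical gene and not to the amount of RNA per cell.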

We performed RNA-seq in biological replicates using Poly A enriched RNA derived from *ΔHHT3* cells in parallel with parental wildtype *Tetrahymena*. Differential expression analysis identified 2836 genes that exhibited significant differential expression in *ΔHHT3* cells (Log2foldchange ≥ 1; adjusted *p*-value ≤ 0.05) (Additional file 1: Table S10). Among these differentially expressed genes, 1996 were significantly upregulated, whereas 840 were downregulated (Fig. 6A). 

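In H3.3 KO cells, 346 of the 20272 genes tested passed both thresholds in edgeR's quasi-likelihood test. In each of these 346 genes, both H3.3 KO libraries lay on the same side of both WT libraries, which follows in large part from passing the test. The same held in 11600 genes (57.2%) of all those tested. A share of 33.3% by chance holds only for 4 libraries of equal spread. The H3.3 KO pair was spread more widely than the WT pair, so the excess over 33.3% does not measure an effect of genotype. The 2 H3.3 KO libraries differed from each other about as much as from WT. Among the 8190 genes with a mean of at least 10 CPM, 1855 differed by over 2-fold between the 2 H3.3 KO libraries, 0 differed by over 2-fold between the 2 WT libraries, and between 1826 and 1973 differed by over 2-fold between an H3.3 KO and a WT library. Relative to the WT mean, 852 of these genes were over 2-fold away in both H3.3 KO libraries in 1 direction, and 42 were over 2-fold away in opposite directions. Across the tested genes, Pearson's correlation of log2 CPM was 0.920 between the H3.3 KO libraries and 0.987 between the WT libraries (Spearman 0.930 and 0.992; genes are not independent replicates).

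**Figure D1:**
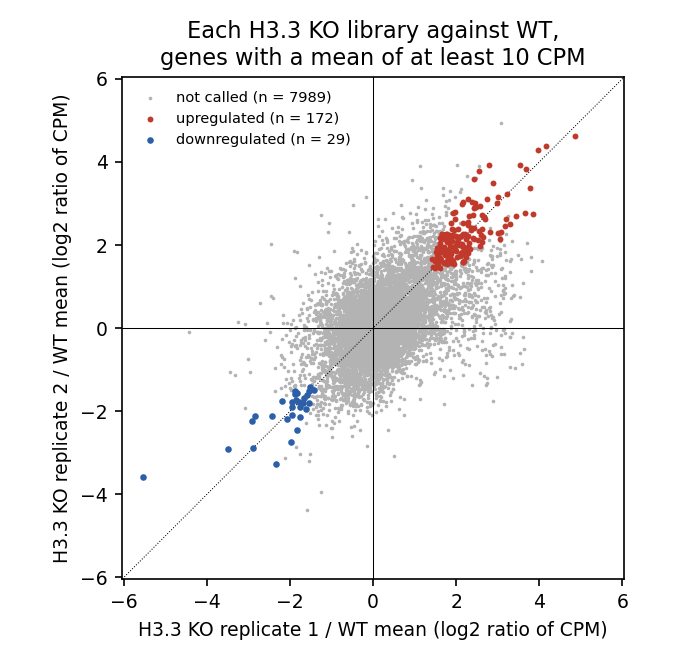
Log2 ratio of CPM to the WT mean in H3.3 KO replicate 1 (x axis) and H3.3 KO replicate 2 (y axis) for the 8190 genes with a mean of at least 10 CPM. Each point is a gene, and the dotted line marks equal ratios. The 201 called genes in the plot lie near the dotted line, away from 0 in both libraries, and many grey points are displaced in 1 library alone.

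At an unadjusted p under 0.05, 5056 genes passed the same test, and the smallest adjusted p from edgeR was 0.0334. The number of called genes was 5258 without H3.3 KO replicate 1 and 4108 without H3.3 KO replicate 2, but 2 without WT replicate 1 and 2 without WT replicate 2, where the lone library of a genotype is assumed to vary like the others. DESeq2 called 1629 genes at the same thresholds, and edgeR called 0 with library totals as the only scaling (6572 at an unadjusted p under 0.05).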

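Among the genes called in H3.3 KO cells by edgeR's quasi-likelihood test, 255 were upregulated and 91 downregulated. TTHERM_01044390 (chromosome 155, 117016 to 118944), which the file does not pair with a name, had 104 and 208 counts in the H3.3 KO libraries and 0 in both WT libraries. Its level of 25.3 ± 4.23 CPM (SD, n = 2) was at least 261-fold higher than the 0.0969 CPM that 3 counts over both WT libraries would give, a limit that covers counting error only (adjusted p = 0.0334 from edgeR). TTHERM_01134000 (chromosome 179, 2630334 to 2630762) rose from 0.132 ± 0.0248 to 20.6 ± 10.1 CPM (SD, n = 2), a log2 fold change of 7.18 (standard error 0.56, adjusted p = 0.0334 from the same test). Among the downregulated genes, TTHERM_00733950 (chromosome 066, 1574592 to 1575080) fell from 79.9 ± 0.757 to 4.08 ± 3.47 CPM (SD, n = 2), a log2 fold change of -4.20 (standard error 0.61, adjusted p = 0.0482 from the same test). Without H3.3 KO replicate 1, 2685 genes were upregulated and 2573 downregulated, and without H3.3 KO replicate 2 these were 2201 and 1907. Without WT replicate 1, and also without WT replicate 2, 1 gene was called in each direction, TTHERM_01044390 upregulated and g25486 downregulated. TTHERM_00733950 also missed the threshold with each library's trend on mean expression removed. DESeq2 called 1258 upregulated and 371 downregulated genes.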

Importantly, *HHT4,* which has been previously shown to be upregulated in *ΔHHT3* cells [39], was also identified as highly upregulated (> sixfold change) in our RNA-seq data (Fig. 6B). Additionally, certain histones, including H3, H4, H2A, and macronuclear linker histone Hho1, were also significantly upregulated. 

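HHT4, the gene of the other replication-independent H3 variant (TTHERM_00016200, chromosome 065, 652423 to 652833, minus strand), had 39 and 79 counts in the H3.3 KO libraries and 16 and 4 counts in the WT libraries. This was 9.53 ± 1.51 CPM (SD, n = 2) in H3.3 KO cells and 0.710 ± 0.682 CPM (SD, n = 2) in WT cells. The log2 fold change of HHT4 was 3.77 (standard error 0.71, adjusted p = 0.0613 from edgeR's quasi-likelihood test), so HHT4 did not pass the threshold on the adjusted p. Both H3.3 KO libraries lay above both WT libraries. HHT4 passed both thresholds with DESeq2, with edgeR's older quasi-likelihood method, with replicate number as a block and when either H3.3 KO library was left out. At these low counts the fold rests on the WT libraries, with a log2 fold change of 5.31 without WT replicate 1 and 2.98 without WT replicate 2.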

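HHT2, a gene of the replication-dependent H3 (TTHERM_00189180, chromosome 116, 326861 to 327271), averaged 1464 ± 1387 CPM (SD, n = 2) in H3.3 KO cells and 270.3 ± 7.15 CPM (SD, n = 2) in WT cells. The level of HHT2 was 2445 CPM in H3.3 KO replicate 1 and 483 CPM in replicate 2. Its log2 fold change was 2.44 (standard error 0.80, adjusted p = 0.152 from edgeR's quasi-likelihood test). HTB1, a gene of histone H2B (TTHERM_00633360, chromosome 026, 473063 to 473431), was at 2934 and 486 CPM in the H3.3 KO libraries and at 292 ± 16.8 CPM (SD, n = 2) in WT cells, a log2 fold change of 2.55 (standard error 0.88, adjusted p = 0.162 from the same test). Of the 4 histone genes paired with an ID (HHT2, HHT3, HHT4 and HTB1), 0 were upregulated, 1 was downregulated (HHT3) and 3 did not pass edgeR's test over all genes. At an unadjusted p under 0.05 all 4 passed, and DESeq2 called 3 upregulated and 1 downregulated. Adjusted over the list alone, 3 were higher and 1 was lower, which is not independent evidence because the paper reports members of this list from the same samples.

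**Figure D2:**
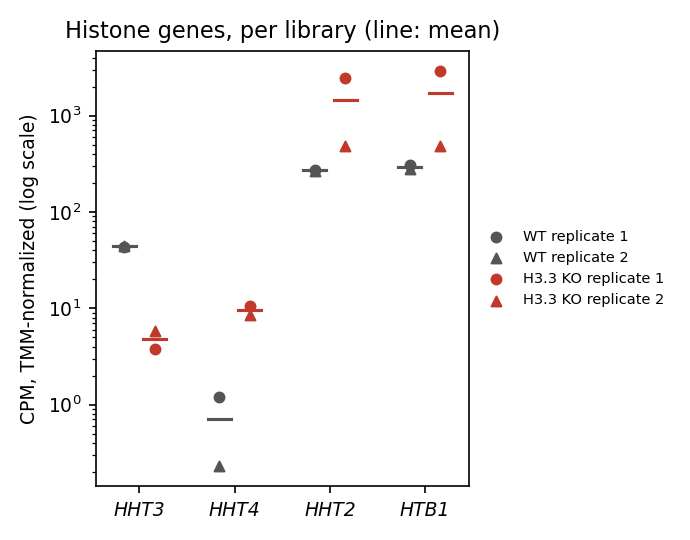
TMM-normalized CPM on a log scale of HHT3, HHT4, HHT2 and HTB1 in each WT and H3.3 KO library, with a line at the mean of each genotype. HHT2 and HTB1 lie above WT in both H3.3 KO libraries, and the H3.3 KO libraries lie further apart (2445 and 483 CPM for HHT2) than the WT libraries.

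DESeq2 placed HHT2 and HTB1 past both thresholds, and so did edgeR without H3.3 KO replicate 2 (log2 fold change 3.17 for HHT2 and 3.33 for HTB1). Without H3.3 KO replicate 1 these were 0.83 and 0.73. Reads of HHT2 and HTB1 may be shared with near-identical gene copies, and the genes of H4, H2A and Hho1 were not analysed here because the sources used do not pair them with IDs.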

While the reasons for the observed upregulation of certain histones remain unclear, it might be a compensatory mechanism in response to the loss of H3.3 [39]. On the other hand, the transcript levels of micronuclear linker histone Mlh1, as well as the putative H3/H4 chaperones Asf1 and Nrp1, did not significantly change (Fig. 6B). It is also worth noting that the expression levels of Hir1^Tt^, Cac1^Tt^, and Cac2^Tt^ were also significantly reduced in H3.3 KO cells (Fig. 6B). 

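ASF1, the gene of an H3-H4 chaperone (TTHERM_00442300, chromosome 047, 221960 to 222715), was at 35.6 ± 30.0 CPM (SD, n = 2) in H3.3 KO cells and 52.5 ± 2.72 CPM (SD, n = 2) in WT cells. Its H3.3 KO libraries lay on either side of WT, at 56.8 CPM in replicate 1 and 14.5 CPM in replicate 2. The log2 fold change of ASF1 was -0.57 (standard error 0.61, adjusted p = 0.603 from edgeR's quasi-likelihood test). NRP1, the gene of the NASP-related chaperone (TTHERM_01014770, chromosome 157, 12918 to 14617), was at 61.0 ± 16.7 CPM (SD, n = 2) in H3.3 KO cells and 66.7 ± 0.637 CPM (SD, n = 2) in WT cells. Its log2 fold change was -0.13 (standard error 0.27, adjusted p = 0.797 from the same test). REBL1 (TTHERM_00688660, chromosome 012, 160620 to 162835), the gene of a histone-binding WD40 protein, had a log2 fold change of -0.27 (standard error 0.27, adjusted p = 0.570 from the same test). The value of ASF1 depended on the H3.3 KO libraries, at -1.86 and past both thresholds without replicate 1 and at 0.11 without replicate 2, and NRP1 also changed sign, to 0.12, without replicate 2.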

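HIR1, the gene of a HIRA-like protein (TTHERM_00046490, chromosome 112, 327135 to 330543), was at 14.9 ± 1.30 CPM (SD, n = 2) in H3.3 KO cells and 29.8 ± 3.84 CPM (SD, n = 2) in WT cells. Its log2 fold change was -1.01 (standard error 0.24, adjusted p = 0.0864 from edgeR's quasi-likelihood test). CAC1, the gene of a CAF-1 subunit (TTHERM_00309890, chromosome 002, 377950 to 381039), was at 13.4 ± 4.95 CPM (SD, n = 2) in H3.3 KO cells and 32.3 ± 0.226 CPM (SD, n = 2) in WT cells, a log2 fold change of -1.29 (standard error 0.32, adjusted p = 0.0946 from the same test). CAC2, the gene of another CAF-1 subunit (TTHERM_00219420, chromosome 005, 305852 to 307896), was at 7.24 ± 0.533 CPM (SD, n = 2) in H3.3 KO cells and 18.8 ± 0.0168 CPM (SD, n = 2) in WT cells, a log2 fold change of -1.38 (standard error 0.24, adjusted p = 0.0551 from the same test). In HIR1, CAC1 and CAC2, both H3.3 KO libraries lay below both WT libraries, and the adjusted p of each missed the threshold. The same held in HAT1 and UBN1b (below). Libraries of the 2 genotypes did not overlap, in either direction, in 57.2% of all tested genes. Of 10 genes of H3-H4 chaperones and assembly factors, listed by locus tag, 0 were upregulated and 0 downregulated over all genes tested by edgeR, with 4 at an unadjusted p under 0.05 and 2 downregulated by DESeq2, and 3 were lower adjusted over the list alone. The log2 fold change was below 0 in 8 of the 10, with a median of -0.61. With library totals as the only scaling it was below 0 in all 10, but the median of all tested genes was then itself -0.83. The paper reports HIR1, CAC1 and CAC2, which are in this list, as reduced in the same samples. The 3 genes lower over the list alone and the test of the list as a set are therefore not independent evidence. For CAC1 and CAC2 the paper also reports RT-qPCR in biological triplicates, with REBL1 as negative control, which was not used here. Tested as a set against all other genes with limma's camera, the list was lower with a preset correlation (p = 0.0148) but not with an estimated correlation (p = 0.389) or without H3.3 KO replicate 2 (p = 0.206), within a range of 0.00130 to 0.389 over the alternatives.

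**Figure D3:**
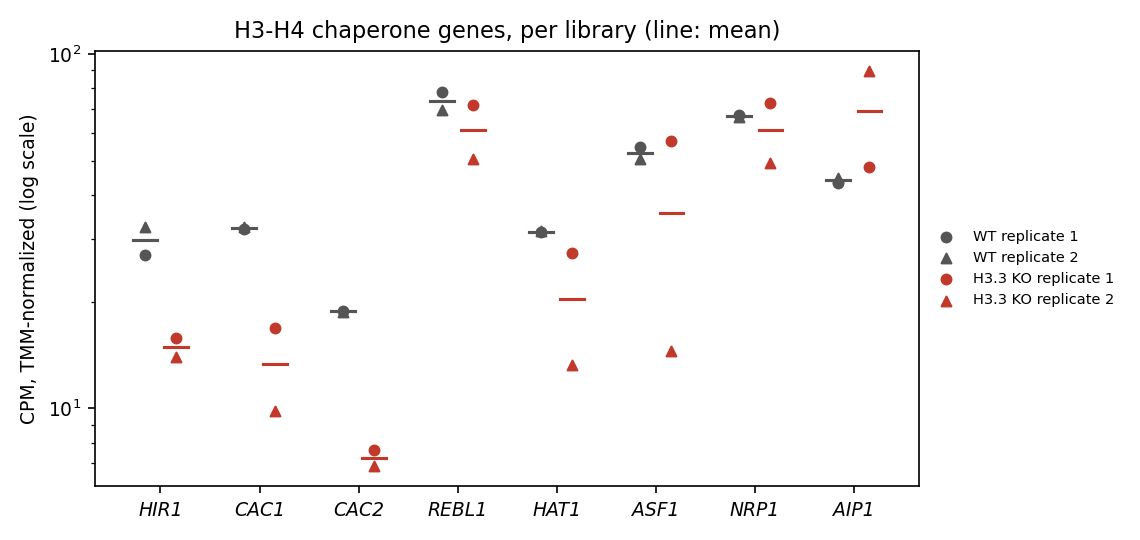
TMM-normalized CPM on a log scale of 8 of the 10 genes of the list in each WT and H3.3 KO library, with a line at the mean of each genotype. HIR1, CAC1, CAC2 and HAT1 lie below both WT libraries in both H3.3 KO libraries, and ASF1, NRP1 and REBL1 in H3.3 KO replicate 2 alone. AIP1 lies above both WT libraries in both H3.3 KO libraries. UBN1a and UBN1b are not plotted.

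UBN1b (TTHERM_00335810), a putative ubinuclein gene, had the lowest value of the list, a log2 fold change of -2.06 (standard error 0.68, adjusted p = 0.151 from the same test), and HAT1 (TTHERM_00046760) was at -0.64 (standard error 0.38, adjusted p = 0.348). DESeq2 placed CAC2 and UBN1b past both thresholds, but not HIR1 and CAC1. Without H3.3 KO replicate 1, HIR1, CAC1, CAC2, UBN1b (-3.48) and HAT1 (-1.25) passed, and without H3.3 KO replicate 2, CAC2 and UBN1b (-1.27) did, with HAT1 at -0.20. UBN1b also passed with replicate number as a block and gene length offsets together.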

We validated several of the H3.3 KO-dependent gene expression alterations, including those of Cac1, Cac2, Rpb2, Sas2, and Hsp90, using RT-qPCR experiments (Fig. 6C). RebL1 served as a negative control in these experiments.

**Fig. 6:**
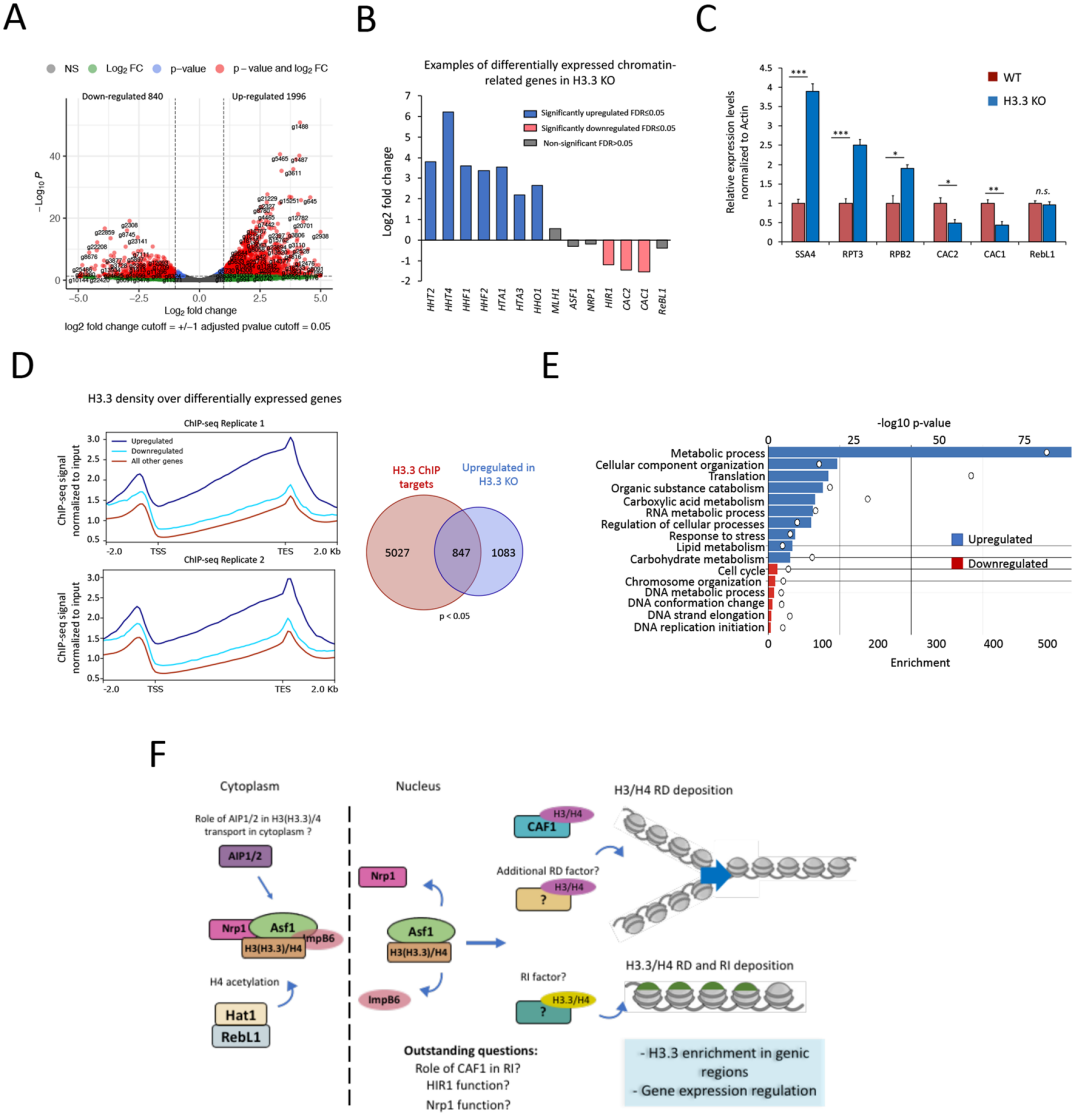
Loss of H3.3 remodels transcriptional landscape in *Tetrahymena*. **A** Volcano plot representation of genes differentially expressed in H3.3 knockout cells in comparison with the wildtype *Tetrahymena* cells. Each dot represents a single gene. Genes with FDR ≤ 0.05 were considered significant. Significant differential genes are shown as red dots with labels indicating the gene name. A legend is provided. NS: non-significant. **B** Bar plot showing the RNA-seq expression levels of selected genes in H3.3 KO cells. **C** Bar graphs showing RT-qPCR results to examine the differential expression of selected genes in H3.3 KO cells. The experiments were performed in biological triplicates, and p-values were calculated using the student’s *t*-test (∗∗∗*p* ≤ 0.001, ∗∗*p* ≤ 0.01, ∗*p* ≤ 0.05, n.s.: non-significant). Error bars represent standard error of mean (SEM). **D** Metagene plot showing the input normalized H3.3 ChIP-seq density over differentially expressed genes in H3.3 KO cells in comparison with unaffected genes (left). Venn diagram represents the overlap of significantly upregulated genes in H3.3 KO cells with H3.3 ChIP targets (right). *P*-value was calculated using the hypergeometric test. **E **GO enrichment analysis related to biological processes for differentially expressed genes in H3.3 KO cells. **F** Proposed model for H3 (H3.3)–H4 nuclear transport and chromatin assembly in *Tetrahymena*. The roles of Nrp1-Asf1 in H3/H4 transport and CAF1 in RD chromatin assembly appear conserved in *Tetrahymena,* whereas RI deposition, and identity of its cognate chaperone, requires further investigation

When we correlated the gene expression changes with H3.3 occupancy, we observed that H3.3 was substantially more enriched in the upregulated genes in comparison with the downregulated genes or all other genes classified as ‘unaffected’ in *ΔHHT3 Tetrahymena* (Fig. 6D, left). Upregulated genes were found to have a significant overlap with H3.3 targets (*p*-value < 1.368e^−85^, hypergeometric test) (Fig. 6D, right). Furthermore, 42% of the upregulated genes were classified as ‘highly expressed’ in contrast to only 3% of downregulated genes (Additional file 2: Fig. S15A). These data are consistent with the above-described results indicating that H3.3 is deposited to highly transcribed genes and suggest that H3.3 might negatively regulate the expression of target genes.

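Upregulated genes lay among the more highly expressed genes of these libraries more often than other genes did. Of the 255 upregulated genes, 159 (62.4%) were in the highest of 3 classes of equal size, formed by ranking the tested genes on mean log2 CPM over all 4 libraries, against 33.0% of the other genes (odds ratio 3.37, p = 1.73e-21, two-sided Fisher's exact test). Of the 91 downregulated genes, 21 (23.1%) were in the highest class, against 33.4% of the other genes (odds ratio 0.599, p = 0.0442, two-sided Fisher's exact test). This ranking includes the H3.3 KO libraries, so a gene's own rise or fall moves it towards or away from the highest class. Both shares therefore follow in part from the change itself. The median log2 fold change was 0.20 in the highest class and -0.28 in the lowest. The log2 ratio between the 2 H3.3 KO libraries rose with expression in the same way, by 0.63 from the lowest to the highest class. Ranked by the WT libraries alone, 43.9% of the upregulated and 46.2% of the downregulated genes were in the highest class, both above the share of other genes (p = 0.000483 and p = 0.0137, two-sided Fisher's exact test). With each library's trend on mean expression removed, 35.9% of the 39 upregulated and 40.0% of the 10 downregulated genes were in the highest class (p = 0.736 and p = 0.740, two-sided Fisher's exact test), and the single gene called in each direction without WT replicate 1 or without WT replicate 2 was outside it. The expression classes that the paper took from other data were not used here.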

GO enrichment analysis was performed to examine whether the identified differential genes were enriched for any particular biological processes and/or molecular functions. 

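None of the genes of protein synthesis, protein degradation and metabolism given here passed both thresholds in edgeR's quasi-likelihood test or in DESeq2. Of these genes, 0 had an unadjusted p under 0.05 from edgeR. They are only those that the paper or its AP-MS tables pair with an ID. They cannot stand for the processes in Fig. 6E, and the enrichment of GO terms was not tested here. eIF3c, a subunit of translation initiation factor 3 (TTHERM_00378560), was at 325 ± 75.4 CPM (SD, n = 2) in H3.3 KO cells and 245 ± 8.61 CPM (SD, n = 2) in WT cells, a log2 fold change of 0.40 (standard error 0.30, adjusted p = 0.454 from edgeR). Of 3 genes of the proteasome, RPT6 (TTHERM_00551090), RPN8 (TTHERM_00267990) and RPN5 (TTHERM_00578940), 0 were called, also when adjusted over the list alone, and their log2 fold changes were 0.64, 0.73 and 0.39. RPT6 was at 285 ± 3.55 CPM (SD, n = 2) in H3.3 KO cells and 183 ± 1.67 CPM (SD, n = 2) in WT cells (adjusted p = 0.202 from edgeR). Aconitate hydratase, an enzyme of the TCA cycle (TTHERM_00191800), was at 599 CPM in H3.3 KO replicate 1 and 96.6 CPM in replicate 2, against 96.0 ± 1.44 CPM (SD, n = 2) in WT cells. Its log2 fold change was 1.86 (standard error 0.81, adjusted p = 0.232 from edgeR). ATP synthase F1 delta (TTHERM_00684790) and acetyl-CoA acetyltransferase (TTHERM_00277470) had log2 fold changes of 0.50 and 0.52, with adjusted p of 0.518 and 0.424 from edgeR. With library totals as the only scaling, the log2 fold changes of eIF3c, RPT6, RPN8, RPN5, ATP synthase F1 delta and acetyl-CoA acetyltransferase were below 0, and those of eIF3c, RPN5 and ATP synthase F1 delta also with each library's trend on mean expression removed. Without H3.3 KO replicate 2, aconitate hydratase passed both thresholds, and without H3.3 KO replicate 1, RPN8 did.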

Our analysis revealed that the upregulated genes were significantly enriched for several important biological processes, including RNA-related processes, translation, and metabolic pathways (FDR < 0.05) (Fig. 6E). The downregulated genes, on the other hand, were significantly enriched for cell cycle regulation, DNA replication, and chromatin organization. Since H3.3 occupies highly expressed genes, and the majority of the affected genes in H3.3 KO cells were upregulated, these findings suggest that H3.3 might function to tightly regulate the expression of functionally important highly transcribed genes in *Tetrahymena*.

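Upregulated genes made up 73.7% of the genes called in H3.3 KO cells by edgeR's quasi-likelihood test. In the lowest of the 3 expression classes, 32 genes were upregulated and 37 downregulated, and in the middle class 64 and 33. Without a test on single genes the 2 directions were closer in number, with 2896 genes at a log2 fold change of 1 or more and 2725 at -1 or less. That balance depends on the scaling, since TMM factors put the median log2 fold change of all tested genes at -0.0258. With library totals as the only scaling the median was -0.83. The share of upregulated genes among those called was 77.2% with DESeq2 and 67.3% with upper-quartile factors in edgeR. It was 51.1% without H3.3 KO replicate 1 and 53.6% without H3.3 KO replicate 2. From the occupancy of highly expressed genes by H3.3 in its ChIP-seq data, which were not analysed here, and from the larger number of upregulated genes in H3.3 KO cells (Fig. 6A), the paper proposes that H3.3 may keep the expression of functionally important, highly transcribed genes under tight control.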

## Discussion

The dynamics of H3.3 have been well documented in metazoans [63]. However, the deposition complexes and H3.3 transcription-related roles have remained poorly studied outside of metazoans. We have previously reported that the core histones H2A, H2B, and H2A variant Hv1 (H2A.Z) are connected to a network of highly conserved chaperones and karyopherins in the ciliate *Tetrahymena* [43]. We have also shown that the linker histones, Mlh1 and Hho1, interact with functionally diverse proteins and lack any conserved chaperoning network in *Tetrahymena* [64]*.* Here, we utilized iterative proteomics, KO studies, and functional genomics approaches to examine the dynamics of the H3 variant in *Tetrahymena*.

Our finding that Asf1^Tt^ and Nrp1 interact with each other and co-purify with H3(H3.3)/H4 is consistent with a principal role for these proteins in the histone transport pathway. NASP is predominantly a nuclear protein that exhibits H3/H4-binding [65–67], and its expression is cell cycle regulated in mammalian cells [68]. Nrp1 localization to the MIC in a cell cycle-dependent manner suggests a role in the influx of newly synthesized histones required for DNA replication. A recent report has also indicated the cell cycle-dependent localization of Nrp1 to MICs and its role in H3 transport [69]. These authors also performed KO studies and showed that Nrp1 is required for gametic nuclei formation during conjugation [69]. Furthermore, Nrp1 has also been described to affect H3K56ac in *Tetrahymena* [70]. These studies are consistent with diverse roles of NASP-family proteins in H3/H4 metabolism and genome replication. Newly synthesized H4s are diacetylated at conserved residues K5 and K12 [71]. These deposition-related acetylation marks are installed by the Hat1/Hat2 complex [72]. Hat2 and Cac3 (RBBP7 and RBBP4 in humans, respectively) are homologous proteins that function as subunits of the Hat1 and CAF1 complexes, respectively. Consistent with our recent report [48], our AP-MS data indicate that RebL1 is the sole ortholog of Hat2 and Cac3 and functions as a subunit of both the putative Hat1 and CAF1 complexes in *Tetrahymena*. In addition to NASP and Asf1, certain cytoplasmic proteins have also been implicated in the regulation of H3/H4 transport. For example, in human cells, Codanin-1 has been shown to regulate the histone supply chain by sequestering Asf1 in the cytoplasm [73]. Aip1 and Aip2 are two protist-specific uncharacterized proteins that do not appear to contain any recognizable domains. Considering their interaction with H3/H4 and chaperones and cytoplasmic localization, an interesting hypothesis is that Aip1/2 function in the cytoplasm to regulate histone transport to the MIC and MAC in *Tetrahymena*. KO studies combined with monitoring H3/H4 transport to nuclei will be useful to test this hypothesis.

Although both putative RD and RI chromatin assembly factors Cac2^Tt^ and Hir1^Tt^ contain Asf1-interacting B-domain-like sequences, AP-MS analyses did not identify physical interactions with Asf1^Tt^. While we cannot rule out that Asf1^Tt^ interaction with Cac2^Tt^ and Hir1^Tt^ might be too transient and/or unstable to be identified under our stringent experimental conditions, another possibility is the divergent nature of these proteins in *Tetrahymena*. This possibility is consistent with our protein complex prediction studies which did not show any intermolecular interactions between Hir1^Tt^ and Asf1^Tt^. Although the observed robust signal on Western blots suggests that Hir1^Tt^-FZZ replaced most, if not all, endogenous copies of Hir1^Tt^, additional experiments to ensure the complete replacement will assist in further establishing the functionality of epitope-tagged Hir1^Tt^-FZZ, since HIR1 appears to be an essential gene. We have previously shown that expression of Asf1^Tt^ is essential in *Tetrahymena* [46]. Although the similarities in expression and localization profiles of Asf1^Tt^, PCNA1^Tt^ (Proliferating Cell Nuclear Antigen) [74], a key factor required for DNA replication, and Cac2^Tt^ are suggestive of a functional link among these proteins, we found that *CAC2*^*Tt*^ is not an essential gene in *Tetrahymena*. This suggests that there might be functional redundancy in chromatin assembly complexes in *Tetrahymena*. Expression of Hir1^Tt^, on the other hand, was found to be essential for vegetative growth in *Tetrahymena*. In mammals, HIRA forms a complex with two other proteins, CABIN1 and UBN1 [20, 21]. The *Tetrahymena* genome appears to encode at least two divergent putative orthologs of UBN1, TTHERM_00113110 and TTHERM_00335810 [20]. Although neither of these proteins co-purified with Hir1^Tt^, our somatic KO experiments suggest that at least one of these putative UBN1s, TTHERM_00113110, is also an essential gene in *Tetrahymena* (data not shown). Further studies are needed to explore the interactions and any possible functional links among these proteins. Moreover, a germline KO analysis will be helpful to further understand the possible functional relevance of Hir1^Tt^ in H3.3 deposition.

A key finding of our work is the distinct localization profiles of Cac2^Tt^ and Hir1^Tt^. Upon starvation, DNA replication is completely halted in both MIC and MAC [29]. Even though H3.3 can be deposited via both RD and RI pathways and is found in both nuclei during growth, it is only localized to the MAC in starved *Tetrahymena* [39]. This is consistent with a transcription-associated RI deposition pathway, since the MAC remains transcriptionally active in starved cells. Neither Cac2^Tt^ nor Hir1^Tt^ showed any staining in the MACs of starved cells. While Hir1^Tt^ is downregulated during starvation, and IF staining appeared non-specifically diffused throughout the cytoplasm, Cac2^Tt^ was exclusively found in the MIC. This suggests the possibility of another, yet unidentified, chromatin assembly pathway that deposits H3.3 in the MACs of starved *Tetrahymena*. The mechanism of H3.3 RI deposition remains unknown in *Tetrahymena*, since we have not been able to demonstrate an interaction between Hir1^Tt^ and H3.3. Although it is possible that the Hir1^Tt^ and H3.3 interaction might be too weak to be detected under our stringent experimental conditions, another possibility is that *Tetrahymena* Hir1^Tt^ is functionally divergent and does not take a major part in RI deposition. Another scenario is that the pool of free H3.3 in *Tetrahymena* is small due to quick assembly into the chromatin which may render H3.3-Hir1^Tt^ interaction below the detection limit of our experimental system. Further experiments will be needed to fully explore the role(s) of Hir1^Tt^ in histone metabolism. For example, overexpression of epitope-tagged H3.3 (under the MTT1 promoter) may reveal its interaction with Hir1^Tt^. Nrp1 and RebL1 could be potential candidates for roles in the RI pathway in *Tetrahymena*. Although, RebL1 localization to the dividing MIC indicates its critical role in RD assembly, this suggestion is consistent with RebL1 and Nrp1 MAC-specific localization in starved *Tetrahymena* and their known role(s) as histone chaperones in humans and budding yeast [15]. From an evolutionary perspective, it is conceivable that multiple, functionally redundant, chromatin assembly proteins existed in the last eukaryotic common ancestor, and over the course of evolution, more specialized chromatin assembly complexes and pathways emerged, presumably through neo/sub functionalization. Consistent with this notion, two Asf1 proteins in an evolutionary basal organism, *Trypanosoma brucei*, have been shown to have distinct subcellular localizations and functions [75].

We found that Cac2 and RebL1, the two examined CAF1 subunits, show distinct localization profiles during *Tetrahymena* growth. Considering that RebL1 localizes to the MAC in non-dividing cells, and Cac2^Tt^ predominantly localizes to the MIC, an attractive hypothesis is that the two *Tetrahymena* nuclei contain two structurally/compositionally distinct, stable, CAF1 complexes, i.e., a MIC-specific complex composed of Cac1^Tt^–Cac2^Tt^ and a MAC-specific heterotrimeric CAF1 complex composed of Cac1^Tt^, Cac2^Tt^, and RebL1. Consistent with this idea, Cac3 has been shown to be dispensable for CAF1-mediated chromatin assembly in budding yeast [76]. It is also worth noting here that CKII subunits were identified only with Cac2^Tt^ and not with RebL1. Although Cac2^Tt^ was not recovered in our reciprocal purifications and further studies are needed to examine the significance of this interaction, our reported analysis suggests that both Cac1^Tt^ and Cac2^Tt^ harbor conserved CKII phosphorylation sites (Additional file 2: Fig. S16). This suggests that CKII interaction might be in the context of a dimeric Cac1^Tt^–Cac2^Tt^ complex. RebL1 localizes to the MIC during S phase and this could represent RebL1’s function(s) in the acetylation of newly synthesized H4 as a HAT complex subunit and/or in RD chromatin assembly as a CAF1 subunit. Since CAF1 has a fundamental role in DNA replication-associated chromatin assembly, it will be important to further examine its MIC- and MAC-specific role(s).

The exclusive MIC localization of Cac2^Tt^ in starved cells also suggests that it might have functions independent of its role in RD chromatin assembly. Because the MIC enters conjugation with the 4C amount of DNA [77], Cac2^Tt^ localization exclusively to the MICs in starved cells suggests a function in preparing the cells for the onset of conjugation. In conjugating *Tetrahymena*, H3 localizes in the meiotic MICs at the crescent stage but not in the transcribing MACs of the same cells [39]. This H3 deposition is related to DNA repair synthesis associated with meiotic homologous recombination that occurs at this stage, and not with the genome duplication [78]. It is therefore possible that CAF1 might have a function(s) in DNA double-strand break (DSB) repair, since Cac2^Tt^ localized to the meiotic MICs. Consistent with this, in budding yeast CAF1 and Asf1 have been shown to function in DSB repair [79]. After the introduction of DSBs in pronuclei, ‘the selected pronucleus’ undergoes massive chromatin remodeling prior to fertilization, resulting in the formation of euchromatin [60]. It was also shown that Asf1^Tt^ appears in the selected pronucleus in response to DSBs [60]. We found that both Hir1^Tt^ and Cac2^Tt^ also localize to the selected pronucleus. This observation is consistent with a role in DSB repair, chromatin remodeling, and subsequent formation of euchromatin, possibly involving the H3.3 deposition that occurs in the selected pronucleus. Although the role of Hir1^Tt^ in RI assembly remains enigmatic, our findings suggest that newly synthesized histones H3(H3.3)/H4 are transported to the nuclei via an Asf1-Nrp1 pathway and are deposited onto chromatin through chaperone complexes that might be functionally redundant (Fig. 6F).

In mammalian cells, H3.3 is deposited in distinct chromatin regions including telomeric heterochromatin, gene bodies, enhancers, and promoters [5]. H3.3 deposition at highly expressed genes appears to be conserved in plants, *Drosophila* and mammals [5, 25, 62]. *Tetrahymena* H3.3 exhibited enrichment over promoters, gene bodies, and transcription termination regions of highly transcribed genes. In *Drosophila* and human cells, enrichment of H3.3 in the gene body and after the TES has been found to be correlated with transcriptional activity [5, 25]. Although the exact chaperone(s) and mechanism(s) of its deposition remain unknown, the overall binding profile of *Tetrahymena* H3.3 is consistent with a role in transcription regulation and euchromatin formation. In mice, loss of H3.3 genes results in developmental retardation and early embryonic lethality [80]. Although H3.3 is not essential for *Tetrahymena* growth, possibly due to compensation by other H3 variants, its loss results in severe developmental defects [39]. In *Drosophila*, H3.3-deficient animals exhibit large-scale gene expression alterations, with genes being both up- and downregulated [25]. We found that the loss of H3.3 results in wide-spread transcriptional defects in growing *Tetrahymena*. The observations that H3.3 occupies highly expressed genes and that such genes are upregulated upon H3.3 depletion supports the idea that H3.3 is required to ensure the regulated expression of highly expressed genes in *Tetrahymena*. From a mechanistic point of view, it remains possible that the observed upregulation of target genes might be related to reduced nucleosome density in highly transcribed genes in H3.3 KO cells. This may lead to accumulation of cryptic transcripts, as has been previously observed in *Arabidopsis* [27]. Further studies are needed to provide details of the exact mechanism.

In summary, our study has elucidated the proteomics, as well as functional aspects, of the RD and RI H3 variants in a ciliate and, more broadly, has extended current understanding of the evolutionarily conserved role of H3.3 in transcription.

## Material and methods

### Cell strains

*Tetrahymena* wild type strains CU428 [Mpr/Mpr (VII, mp-s)] and B2086 [Mpr+/Mpr+ (II, mp-s)] of inbreeding line B, as well as *∆HHT3* (Stock ID: SD01318) cells were obtained from the *Tetrahymena* Stock Center, Cornell University, Ithaca N.Y. (http://tetrahymena.vet.cornell.edu/). Cells cultured were maintained axenically at 30 °C in 1 × SPP media as previously described [46].

### Macronuclear gene replacement

Epitope tagging vectors for *Tetrahymena* genes were constructed as previously described [46]. We used wildtype *T. thermophila* genomic DNA as template and primers as indicated in Additional file 1: Table S11 to amplify two separate ~ 1 kb fragments upstream and downstream of the predicted stop codons of genes of interest. The PCR products were digested with KpnI/XhoI (upstream product) and NotI/SacI (downstream product). The digested products were cloned into the tagging vectors (pBKS-FZZ and pBKS-GFP), provided by Dr. Kathleen Collins (University of California, Berkeley, CA). The final plasmid was linearized by digesting it with KpnI and SacI prior to transformation. One micrometer gold particles (60 mg/ml; Bio-Rad) were coated with at least 5 μg of the DNA. The gold particles were introduced into the *T. thermophila* MAC using biolistic transformation with a PDS-1000/He Biolistic particle delivery system (Bio-Rad). The transformants were selected using paromomycin (60 μg/ml). MAC homozygosity was achieved by growing the cells in increasing concentrations of paromomycin to a final concentration of 1 mg/ml.

For knockout (KO) experiments, essentially the same strategy as described above was used except that the two separate DNA fragments (∼ 1 kb) upstream and downstream of the gene of interest were cloned into the gene targeting vector p4T2-1, which contained the Neo2 drug resistance gene. RT-PCR followed by agarose gel electrophoresis was used to assess the correct integration of the drug resistance cassette and homozygosity. Primers used are listed in Additional file 1: Table S11.

### Experimental design for mass spectrometry

At least two independent biological replicates of each, as well as negative controls, were processed in each batch of samples. As a negative control, we used wildtype *Tetrahymena* cells without tagged bait (i.e., empty cells). To reduce carry-over, we performed extensive washes between samples (see details for each instrument type). Additionally, the order of sample acquisition on the mass spectrometer was reversed for the second replicate to avoid systematic bias. On the LTQ mass spectrometer, a freshly made column was used for each sample, as previously described [46].

### Affinity purification and mass spectrometry sample preparation

Affinity purification was carried out essentially as described [45, 46]. *Tetrahymena* cells were grown to mid-log phase in ~ 500 ml of 1 × SPP to a final concentration of 3 × 10^5^ cells/ml. The cells were pelleted, and until further use, kept frozen at – 80° C. The frozen pellets were thawed on ice and suspended in lysis buffer [10 mM Tris–HCl (pH 7.5), 1 mM MgCl_2_, 300 mM NaCl and 0.2% NP40 plus yeast protease inhibitors (Sigma)]. After adding 500 units of Benzonase (Sigma E8263) extracts were rotated on a Nutator for 30 min at 4 °C. WCEs were clarified by centrifugation at 16,000 × g for 30 min. The resulting soluble material was incubated with 50μL of packed M2 agarose (Sigma) at 4 °C for at least 2 h. The M2 agarose was washed once with 10 mL IPP300 (10 mM Tris–HCl pH 8.0, 300 mM NaCl, 0.1% NP40), twice with 5 mL of IP100 buffer (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 0.1% NP40), and twice with 5 mL of IP100 buffer without detergent (10 mM Tris–HCl pH 8.0, 100 mM NaCl). 500 μL of 0.5 M NH_4_OH was added to elute the proteins by rotating for 20 min at room temperature.

For tandem affinity purification performed for all analyzed baits except for the H3-GFP and CSKB1-FZZ which were subjected to one-step affinity purification described above, clarified WCEs were incubated with 250 μl packed beads volume of IgG-Sepharose chromatography resin for the first step of affinity purification for 4 h at 4 °C. Beads were washed once with IPP300 and twice with 1 × Tev buffer (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 0.1% NP40, 1 mM EDTA) before being treated overnight with TEV protease. Next day, the supernatant was incubated with 50 μL of packed M2 agarose (Sigma) and the procedure was carried out as described above. Preparation of protein eluates for mass spectrometry acquisition is detailed in Additional file 3: Methods S1.

### MS data visualization and archiving

Cytoscape (V3.4.0; [81]) was used to generate protein–protein interaction networks with individual nodes manually arranged. Heatmaps and Dot plots were generated using ProHits-viz [82]. The annotation of the co-purifying partners was carried out using BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi), as well as by performing SMART domain analysis (http://smart.embl-heidelberg.de/). All MS files used in this study were deposited at MassIVE (http://massive.ucsd.edu) and assigned the identifier MSV000090060. 

### ChIP-Seq

The ChIP experiments were performed as described previously with modifications detailed in the Additional file 3: Methods S1 [83, 84].

### Gene expression data

We used microarray data (accession number GSE11300) (http://tfgd.ihb.ac.cn/) [56] to examine the gene expression profiles.

### RNA extraction and sequencing

Total RNA was extracted from wildtype and H3.3 KO *Tetrahymena* during vegetative growth using the RNeasy extraction kit (Qiagen) following the manufacturer’s instructions. Two independent biological samples for each condition were generated. RNA was treated with DNase, and total RNA was quantified using Qubit RNA BR (cat # Q10211, Thermo Fisher Scientific Inc., Waltham, USA) fluorescent chemistry. 1000 ng per sample was processed using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (cat # E7760L; New England Biolabs, Ipswich, USA; protocol v. v3.1_5/20), including PolyA selection. 1 uL top stock of each purified final library was analyzed on an Agilent Bioanalyzer dsDNA High Sensitivity chip (cat # 5067-4626, Agilent Technologies Inc., Santa Clara, USA). The libraries were quantified using the Quant-iT dsDNA high sensitivity (cat # Q33120, Thermo Fisher Scientific Inc., Waltham, USA) and were pooled at equimolar ratios after size adjustment. The quantified pool was hybridized at a final concentration of 2.215 pM, and single-end reads were obtained on an Illumina NextSeq 500 platform using a full High-Output v2.5 flowcell at 75 bp read lengths.

### Quantitative PCR

For RT-qPCR analysis, total RNA was extracted from the H3.3 KO or WT *Tetrahymena* cells using TRIzol (Life Technologies) according to the supplier's instructions. The isolated RNA was treated with DNase I (RNase-free, Thermo Fisher Scientific Inc., Waltham, USA). cDNA was prepared using iScript™ Reverse Transcription Supermix for RT-qPCR. qPCR was performed in technical triplicates from three individual KO cell lines. The data were normalized to the expression levels of beta Actin.

### Indirect immunofluorescence

Cells were fixed during vegetative growth, 24-h starvation, and conjugation (2, 4, 6 and 7.5 h post mixing) to perform indirect immunofluorescence as previously described [46]. Cells were washed in 10 mM Tris–HCl, pH 7.7, fixed in 4% paraformaldehyde and membrane permeabilized with cold acetone for 20 min. Incubation with primary mouse anti-FLAG antibody (or anti-IgG or anti-GFP) (Sigma) was at a 1:500 dilution at 4 °C overnight in 1 × PBST (phosphate-buffered saline with Tween 20). Cells were washed three times in 1 × PBS. 1-h incubation in secondary antibody fluorescein isothiocyanate-conjugated (FITC) goat anti-mouse (Pierce) was performed at room temperature. 4,6-diamidino-2-phenylindole dihydrochloride (DAPI) was used to stain the nuclei. Immunofluorescence analysis was carried out using an Olympus DP70 equipped with a fluorescent microscope (Reichert-Jung, POLYVER) at 100× magnification without oil. Image preparation was performed using ImageJ (1.50i) software [85].

### AlphaFold structural predictions and molecular modeling

The complete open-source version of DeepMind’s AlphaFold V2.1.0 tool was used to fold and model each full-length protein [57, 86], and a recent extension to AlphaFold 2, AlphaFold-Multimer, was used to model heterodimers of each protein–protein pair to predict structural contexts of their putative interactions [87]. TTHERM_00442300, TTHERM_00219420, and TTHERM_00046490 protein sequences were selected for AlphaFold input, representing *Tetrahymena* Asf1, Cac2, and Hir1 homologs, respectively.

When predicting the co-structure of each protein pair, residues experimentally determined as important for interaction were not provided to AlphaFold, allowing for an unbiased prediction of interaction surfaces. AlphaFold model parameters under Creative Commons Attribution 4.0 license were used for modeling of both individual proteins and co-structures [57]. In addition to AlphaFold, mmseq2 [88] was used for Multiple Sequence Alignment (MSA) prior to prediction, and Amber was used to refine side-chain bond geometry following prediction [89]. Highest-confidence models of individual proteins and heterogeneous co-structures were selected by their pLDDT and pTMscores, respectively, as calculated with AlphaFold. All visualizations were generated with Pymol.

## Quantification and statistical analysis

### ChIP-seq analysis

ChIP-seq analysis was performed essentially as previously described [48]. Briefly, Illumina adaptor sequences were removed from the 3′ ends of 51-nt reads, and the remaining reads were mapped to the *Tetrahymena* genome using STAR (ver 2.7.1) with default settings.

After removal of duplicate reads, peaks were called jointly on immunoprecipitated and input samples with MACS2 (version 2.1.2) [90]. The metagene analysis was performed using ChIP-Seq reads normalized over the inputs and by ‘Reads Per Kilobase of transcript per Million mapped reads (RPKM)’ values. The plots were generated using deeptools [91].

### RNA-seq analysis

To identify the differentially expressed genes from RNA-seq data, we used DESeq2 (ver 3.11) [92] on gene counts generated using STAR and the *Tetrahymena* genome annotation (T_Thermophila_MAC_2021-Updated Gene Names). We filtered out genes with less than 10 counts across the sum of all RNA-seq samples. To plot differentially expressed genes as volcano plots, R-package EnhancedVolcanoplot (https://github.com/kevinblighe/EnhancedVolcano) was used. GO/KEGG enrichment was performed using ShinyGO (v0.61), which utilizes a hypergeometric distribution followed by FDR correction, where the FDR cut-off was set to 0.05.

### Data deposition

All MS files generated in this study were deposited at MassIVE (http://massive.ucsd.edu) and assigned the identifier MSV000090060. ChIP-seq and RNA-seq data generated can be found online at Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) with unique identifier GSE210903. 

## Supplementary Information

**Additional file 1: Table S1.** AP-MS analysis of H3. **Table S2.** AP-MS analysis of H3.3. **Table S3.** AP-MS analysis of Nrp1. **Table S4.** AP-MS analysis of Aip1. **Table S5.** AP-MS analysis of HIR1. **Table S6.** AP-MS analysis of Cac2. **Table S7.** AP-MS analysis of CSKB1. **Table S8.** AP-MS analysis of HAT1. **Table S9.** H3.3 ChIP peaks file. **Table S10.** H3.3 Knockout RNA-seq. **Table S11.** Primer sequences. **Table S12.** READ ME: Details of mass spectrometry files deposition to the MassIVE repository.

**Additional file 2: Figure S1.** Endogenous tagging of H3 and H3.3 in *Tetrahymena*. **A: **Comparison of *Tetrahymena* H3 variants and histone chaperones’ nomenclature with human gene/protein names.** B: **Multiple sequence alignment showing the conservation of *Tetrahymena* H3 and H3.3. 15 residues vary between H3 and H3.3. Conservation score key is provided. **B: **Schematic depiction of epitope tagging strategy for the MAC locus. **C: **Indirect immunofluorescence analysis of H3GFP and H3.3-FZZ in growing *Tetrahymena*. DAPI was used to stain the nuclei and the position of the MAC and MIC is indicated with arrows and arrowheads, respectively. Untagged wildtype *Tetrahymena* were used as a control. **Figure S2.** Aip1 shows cytoplasmic localization in growing *Tetrahymena*. **A: **Western blotting analysis using whole cell lysates prepared from vegetative *Tetrahymena* cells expressing Aip1FZZ. The blots were probed with the indicated antibodies.** B:** Indirect immunofluorescence analysis of Nrp1-GFP in growing *Tetrahymena*. Untagged wildtype *Tetrahymena* were used as a control. **C:** Indirect immunofluorescence analysis of Aip1-FZZ in starved *Tetrahymena* cells.** D: **Indirect immunofluorescence analysis of macronuclear Hv1-FZZ (left) and micronuclear linker histone Mlh1-FZZ (right) in growing *Tetrahymena*. Note: DAPI was used to stain the nuclei and the positions of the MAC and MIC are indicated with arrows and arrowheads, respectively. **Figure S3.** H3 (H3.3)/H4 chaperones show similar expression profiles. Heatmap representation of microarray expression values for Asf1, Hir1, Cac2, and Nrp1. Z scores were calculated across the rows for each gene to examine its differential expression across growth, starvation, and developmental stages. L1–LH: Logarithmic growth phase, S0–24: Starvation for 24 h, C: Conjugation where 0–18 are hours post mixing the different mating types. Hierarchical clustering was used to examine the expression profiles. **Figure S4.** Asf1^Tt^ structure is conserved in *Tetrahymena*. **A)** AlphaFold-predicted structure of TTHERM_00442300 (Asf1^Tt^) **B) **Model alignment comparison of Asf1^Tt^ from this study with the Human ASF1A homolog model generated by the AlphaFold Deepmind consortium (AlphaFold Database ID: Q9Y294). Asf1^Tt^ is colored in green; Human ASF1A is colored in magenta. **C) **Predicted structure of Asf1^Tt^ colored by pLDDT per residue confidence score ranging from orange (very low: pLDDT<50) to dark blue (very high: pLDDT>90). **D) **Model alignment comparison of Asf1^Tt^ from this study with Human ASF1A colored by pLDDT score. **Figure S5.** Cac2^Tt^ forms β-propeller-like structure. AlphaFold-predicted structure of TTHERM_00442300 (Cac2^Tt^) protein depicting side **(A)** and top **(B)** views respective to the βpropeller motif. The B-domain of Cac2^Tt^ is colored in red. **Figure S6.** Hir1^Tt^ structure prediction. AlphaFold-predicted structure of TTHERM_00046490 (Hir1^Tt^) protein depicting side **(A) **and top **(B)** views respective to the β-Propeller motif. The B-domain of Hir1^Tt^ is colored in red. **Figure S7.** Protein complex prediction of Cac2^Tt^ and Asf1^Tt^. Overall AlphaFold-predicted structure of TTHERM_00219420 (Cac2^Tt^) bound with TTHERM_00442300 (Asf1^Tt^). Cac2^Tt^ is colored in cyan and Asf1^Tt^ is colored green. The B-domain of Cac2^Tt^ is colored in red. **Figure S8.** Visualization of the predicted binding interface between Cac2^Tt^ and Asf1^Tt^. Cac2^Tt^ is colored in cyan, whereas Asf1^Tt^ is colored green and the B-domain of Cac2^Tt^ is highlighted in red. Labeled residues (K87-G531, D89-K534, R146-D372) are predicted to form polar intermolecular contacts between Asf1^Tt^ and Cac2^Tt^ within 3Å, and an intramolecular π interaction (F393-K535) involving a lysine residue within the B-domain of Cac2^Tt^ (T527-Y545). All interactions are shown as dashed yellow lines and arrows. **Figure S9. **Visualization of the predicted binding interface between Hir1^Tt^ and Asf1^Tt^. **A:** AlphaFold-predicted co-structure of TTHERM_00046490 (Hir1^Tt^) with Asf1^Tt^. Hir1^Tt^ is colored in gray, Asf1^Tt^ is colored green. The B-domain of Hir1^Tt^ is colored in red. No significant intermolecular interactions were detected in our predictions. **B: Left, **AlphaFold-predicted co-structure. Hir1^Tt^ is colored by pLDDT per residue confidence scores ranging from orange (very low: pLDDT<50) to dark blue (very high: pLDDT>90). Asf1^Tt^ is colored in green. **Right**: AlphaFold-predicted by-residue pLDDT confidence score plot for the 5 highest-confidence Hir1^Tt^ models. All models display low predictive confidence for residues of the Hir1^Tt^ B-Domain (res. 453:476) and directly up and downstream of the B-domain. **Figure S10.** Endogenous tagging of *Tetrahymena* Hat1. **A: **Western blotting analysis using whole cell lysates prepared from vegetative *Tetrahymena* cells expressing Hat1-FZZ. The blots were probed with the indicated antibodies. **B:** Indirect immunofluorescence analysis of Hat1-FZZ in growing *Tetrahymena*. DAPI was used to stain the nuclei, and the positions of the MAC and MIC are indicated with arrows and arrowheads, respectively. Untagged wildtype *Tetrahymena* were used as a control. **Figure S11.** Strategy to confirm the correct integration of *NEO* cassette. **Top**, Schematic representation of the confirmation of the accurate integration of the *NEO* cassette at the locus of interest. Positions of PCR primers are indicated. The reverse primer is designed complementary to sequence within the *NEO *cassette, whereas the forward primer is specific to sequence upstream of the gene of interest. A PCR product will be observed only if the NEO cassette is integrated into the desired locus. WT cells will not show PCR products. Primers designed to amplify DNA from the promoter regions of each target gene were used as loading controls. **Bottom**, Agarose gel electrophoresis using genomic DNA extracted either from KO or WT *Tetrahymena* cells. **Figure S12.** KO analysis of *CAC2*^*Tt*^ and *HIR1*^*Tt*^ in *Tetrahymena*. A: Left, Fluorescence (DAPI) of vegetative and starved *∆CAC2 *and wildtype *Tetrahymena* cells. **Right**, Bar plots showing the quantification of mean diameter of MACs in *∆CAC2*^*Tt*^ compared to wildtype *Tetrahymena*. Diameters were measured in micrometers for 40 individual *Tetrahymena* cells. Images used were taken at 40X magnification in a 1360x1024 frame. Field of view at 40X was 360 micrometers. **B: **Fluorescence (DAPI) analysis of conjugating wildtype, Δ*HIR1*^*Tt*^, and Δ*Cac2*^*Tt*^ *Tetrahymena* cells. Hours post mixing the *Tetrahymena* cells of different mating types are indicated on the left. Note: DAPI was used to stain the nuclei.** Figure S13.** Indirect immunofluorescence analysis in starved *Tetrahymena*. Indirect immunofluorescence analysis in starved *Tetrahymena*. **A: **Expression profile of Hir1 during growth and starvation in *Tetrahymena*. For growing cells, L-l corresponds to ~1X10^5^ cells/mL. For starvation, ~2X105 cells/mL were collected at 0, 3, 6, 9, 12, 15, and 24 hours referred to as S-0, S-3, S-6, S-9, S-12, S-15, and S-24. Microarray data was acquired from http://tfgd.ihb.ac.cn/search/detail/gene/TTHERM_00046490 (last accessed January 20, 2023) **B: **Indirect immunofluorescence analysis of H3.3-FZZ in starved *Tetrahymena*. H3.3 is found in the MAC only. **C: **Indirect immunofluorescence analysis of RebL1-FZZ in starved *Tetrahymena*. RebL1 is found in the MAC only. DAPI was used to stain the nuclei. The positions of the MAC and MIC are indicated with arrows and arrowheads, respectively. **Figure S14.** H3.3 ChIP-seq replicates correlate with each other. **A: **Principal component analysis (PCA) of two H3.3 ChIP-seq replicates and their corresponding inputs. **B: **Fingerprint plot to examine the quality of H3.3 ChIP signal in comparison with inputs. ChIP-seq is enriched as more reads are found in smaller number of bins for ChIPs compared to the input. **Figure S15.** GO enrichment analysis of H3.3 ChIP-seq targets. **A: **Bar plot depicts the % overlap of upregulated and downregulated genes in H3.3 KO cells with those genes classified as highly expressed during *Tetrahymena* vegetative growth. **B: **KEGG pathway enrichment analysis of H3.3 bound genes. Number of genes for each term is indicated beside each bar. **C: **Dot plot representation of pfam domain enrichment analysis in H3.3-target genes (Q< 0.05). Figure legend is provided. **Figure S16.** Predicted CKII sites on Cac2^Tt^ and Cac1^Tt^ proteins. The red box shows the conserved sequence, whereas star indicates the serine residue predicted to be phosphorylated by CKII. The prediction was performed using Netphos web server https://services.healthtech.dtu.dk/services/NetPhos-3.1/.

**Additional file 3: **Methods S1.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Multilevel interrogation of H3.3 reveals a primordial role in transcription regulation
**Source:** Epigenetics Chromatin. 2023 Apr 7;16:10. doi: 10.1186/s13072-023-00484-9
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Endogenous tagging of H3 and H3.3 in Tetrahymena. A: Comparison of Tetrahymena H3 variants and histone chaperones’ nomenclature with human gene/protein names. B: Multiple sequence alignment showing the conservation of Tetrahymena H3 and H3.3. 15 residues vary between H3 and H3.3. Conservation score key is provided. B: Schematic depiction of epitope tagging strategy for the MAC locus. C: Indirect immunofluorescence analysis of H3GFP and H3.3-FZZ in growing Tetrahymena. DAPI was used to stain the nuclei and the position of the MAC and MIC is indicated with arrows and arrowheads, respectively. Untagged wildtype Tetrahymena were used as a control. Figure S2. Aip1 shows cytoplasmic localization in growing Tetrahymena. A: Western blotting analysis using whole cell lysates prepared from vegetative Tetrahymena cells expressing Aip1FZZ. The blots were probed with the indicated antibodies. B: Indirect immunofluorescence analysis of Nrp1-GFP in growing Tetrahymena. Untagged wildtype Tetrahymena were used as a control. C: Indirect immunofluorescence analysis of Aip1-FZZ in starved Tetrahymena cells. D: Indirect immunofluorescence analysis of macronuclear Hv1-FZZ (left) and micronuclear linker histone Mlh1-FZZ (right) in growing Tetrahymena. Note: DAPI was used to stain the nuclei and the positions of the MAC and MIC are indicated with arrows and arrowheads, respectively. Figure S3. H3 (H3.3)/H4 chaperones show similar expression profiles. Heatmap representation of microarray expression values for Asf1, Hir1, Cac2, and Nrp1. Z scores were calculated across the rows for each gene to examine its differential expression across growth, starvation, and developmental stages. L1–LH: Logarithmic growth phase, S0–24: Starvation for 24 h, C: Conjugation where 0–18 are hours post mixing the different mating types. Hierarchical clustering was used to examine the expression profiles. Figure S4. Asf1Tt structure is conserved in Tetrahymena. A) AlphaFold-predicted

Figure S1

A

<i>Tetrahymena</i> name	Common name	Remarks
HHT1 and HHT2	Histone H3	Replication-dependent (RD) histone H3
HHT3	H3.3	Replication independent (RI) H3 variant
HHT4	Similar to H3.3	Replication independent H3 variant; should not be confused with testis-specific H3.4 found in animals.
Nrp1	NASP	Generalized H3(H3.3)/H4 chaperone
RebL1	RBBP4/RBBP7	H3(H3.3)/H4 chaperone; component of various chromatin modifying complexes, e.g., HAT1, CAF1, SIN3
Hir1	HirA	RI H3.3-specific chaperone
Cac2	Chaf1b (Cac2)	RD H3-specific chaperone; component of CAF1-complex
Asf1	Asf1	Generalized H3(H3.3)/H4 chaperone

B

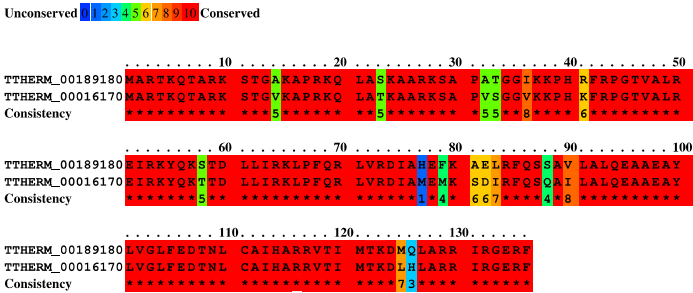

C

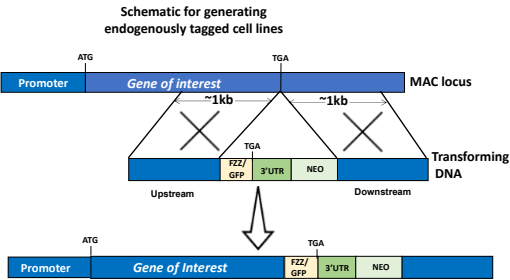

D

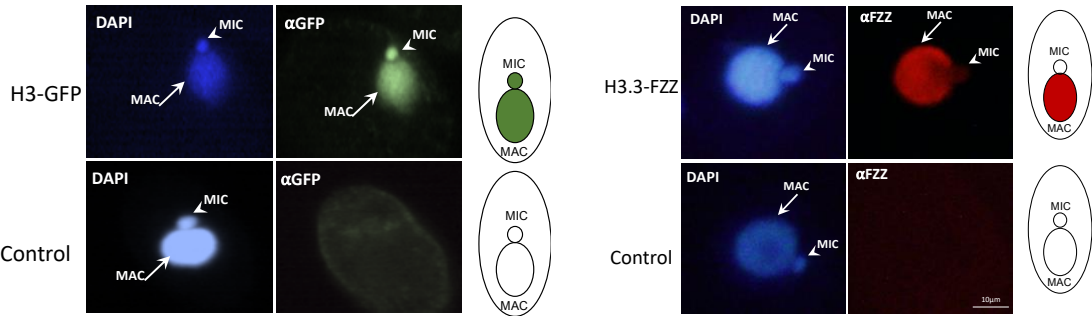

Figure S1: Endogenous tagging of H3 and H3.3 in *Tetrahymena*. **A:** Comparison of *Tetrahymena* H3 variants and histone chaperones' nomenclature with human gene/protein names. **B:** Multiple sequence alignment showing the conservation of *Tetrahymena* H3 and H3.3. 15 residues vary between H3 and H3.3. Conservation score key is provided. **C:** Schematic depiction of epitope tagging strategy for the MAC locus. **D:** Indirect immunofluorescence analysis of H3-GFP and H3.3-FZZ in growing *Tetrahymena*. DAPI was used to stain the nuclei and the position of the MAC and MIC is indicated with arrows and arrowheads, respectively. Untagged wildtype *Tetrahymena* were used as a control.

Figure S2

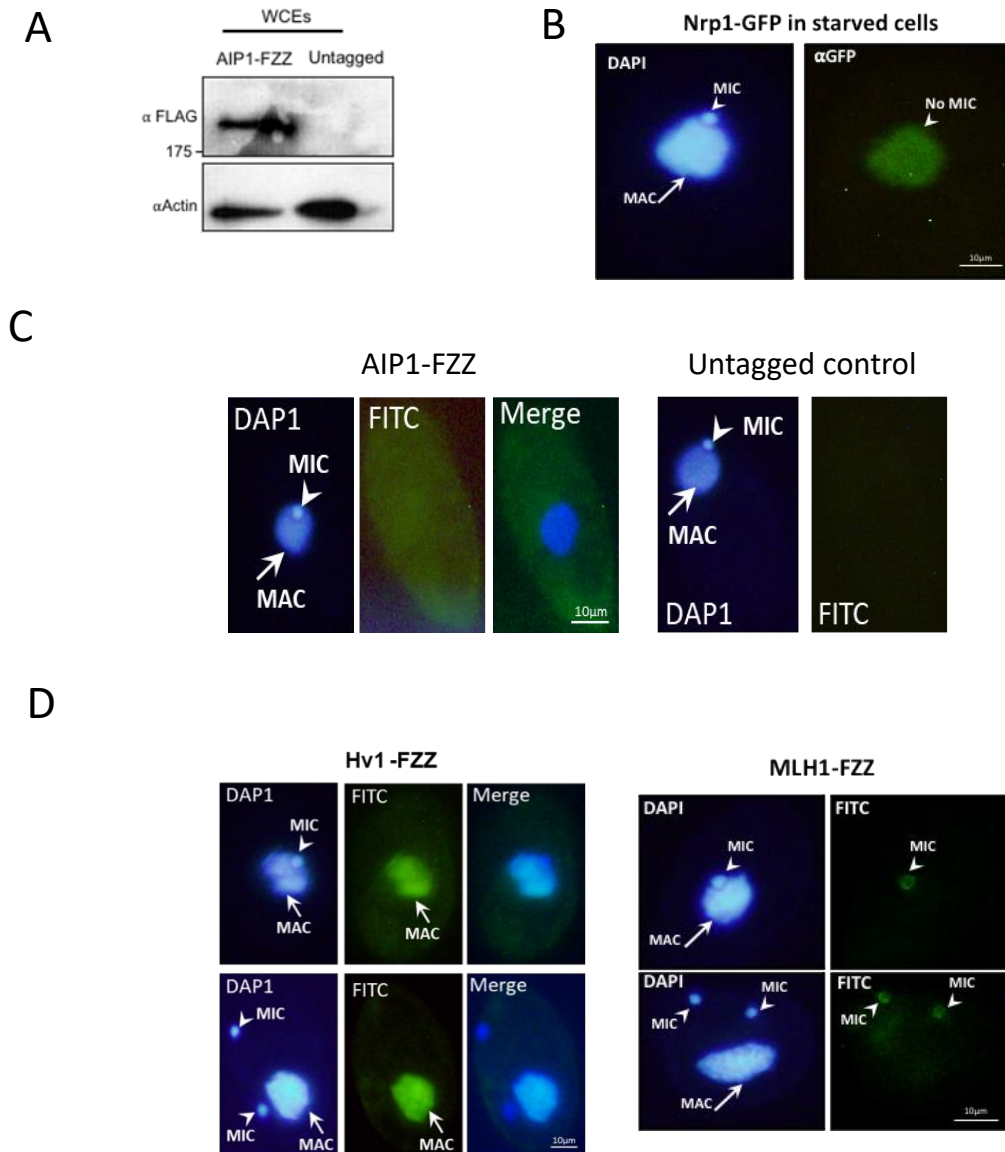

Figure S2: Aip1 shows cytoplasmic localization in growing *Tetrahymena*. **A:** Western blotting analysis using whole cell lysates prepared from vegetative *Tetrahymena* cells expressing Aip1-FZZ. The blots were probed with the indicated antibodies. **B:** Indirect immunofluorescence analysis of Nrp1-GFP in growing *Tetrahymena*. Untagged wildtype *Tetrahymena* were used as a control. **C:** Indirect immunofluorescence analysis of Aip1-FZZ in starved *Tetrahymena* cells. **D:** Indirect immunofluorescence analysis of macronuclear Hv1-FZZ (left) and micronuclear linker histone Mlh1-FZZ (right) in growing *Tetrahymena*. Note: DAPI was used to stain the nuclei and the positions of the MAC and MIC are indicated with arrows and arrowheads, respectively.

Figure S3

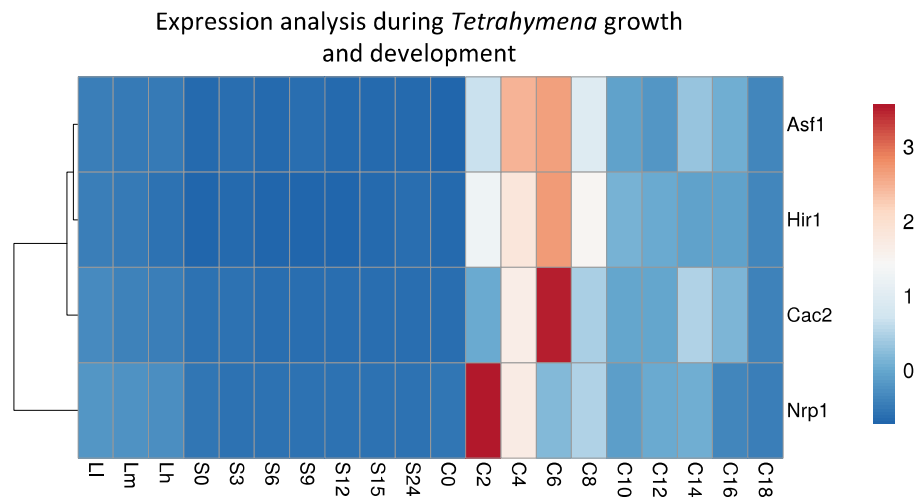

Figure S3: H3 (H3.3)/H4 chaperones show similar expression profiles. Heatmap representation of microarray expression values for Asf1, Hir1, Cac2 and Nrp1. Z scores were calculated across the rows for each gene to examine its differential expression across growth, starvation, and developmental stages. L1–LH: Logarithmic growth phase, S0–24: Starvation for 24 h, C: Conjugation where 0–18 are hours post mixing the different mating types. Hierarchical clustering was used to examine the expression profiles.

Figure S4

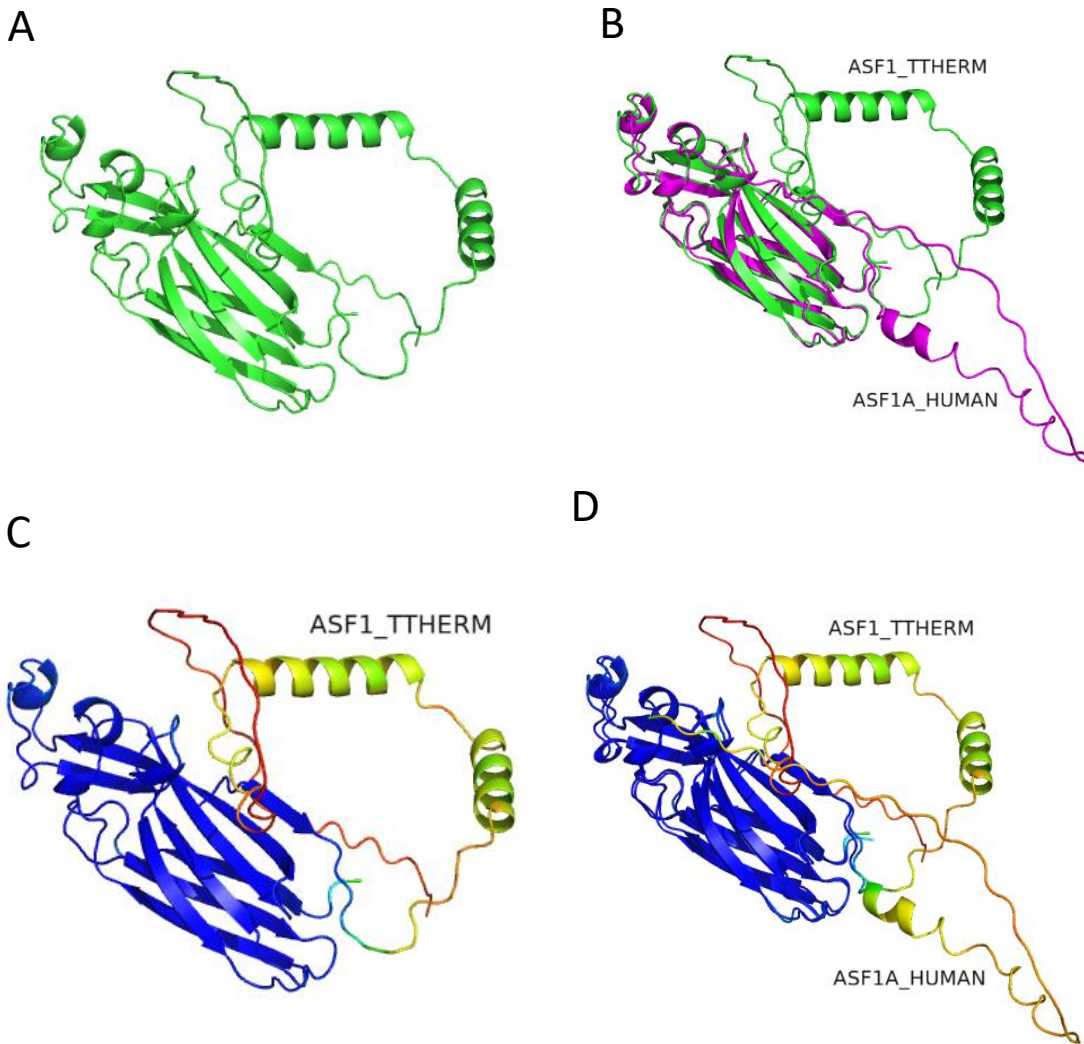

Figure S4: Asf1^{Tt} structure is conserved in *Tetrahymena*. **A)** AlphaFold-predicted structure of THERM_00442300 (Asf1^{Tt}) **B)** Model alignment comparison of Asf1^{Tt} from this study with the Human ASF1A homolog model generated by the AlphaFold Deepmind consortium (AlphaFold Database ID: Q9Y294). Asf1^{Tt} is colored in green, Human ASF1A is colored in magenta. **C)** Predicted structure of Asf1^{Tt} colored by pLDDT per residue confidence score ranging from orange (very low: pLDDT<50) to dark blue (very high: pLDDT>90). **D)** Model alignment comparison of Asf1^{Tt} from this study with Human ASF1A coloured by pLDDT score.

Figure S5

A) SIDE VIEW

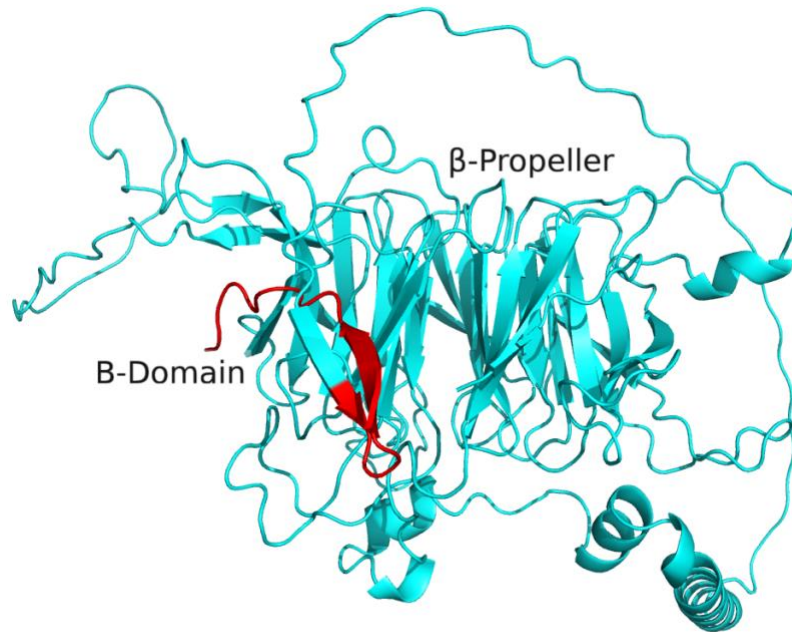

B) TOP VIEW

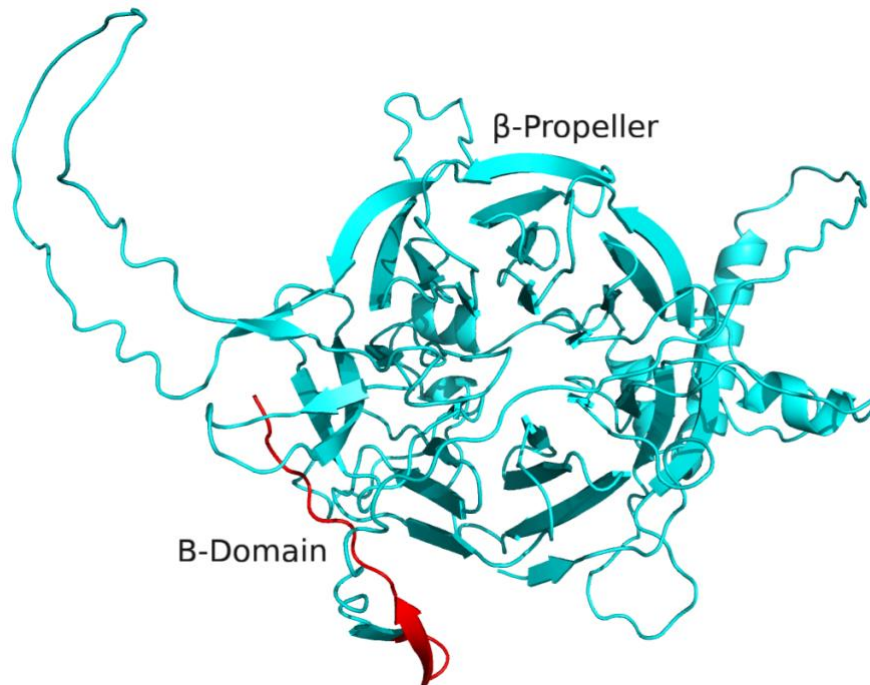

Figure S5: Cac2^{Tt} forms β -propeller like structure. AlphaFold-predicted structure of THERM_00442300 (Cac2^{Tt}) protein depicting side (A) and top (B) views respective to the β -propeller motif. The B-domain of Cac2^{Tt} is colored in red.

Figure S6

A) SIDE VIEW

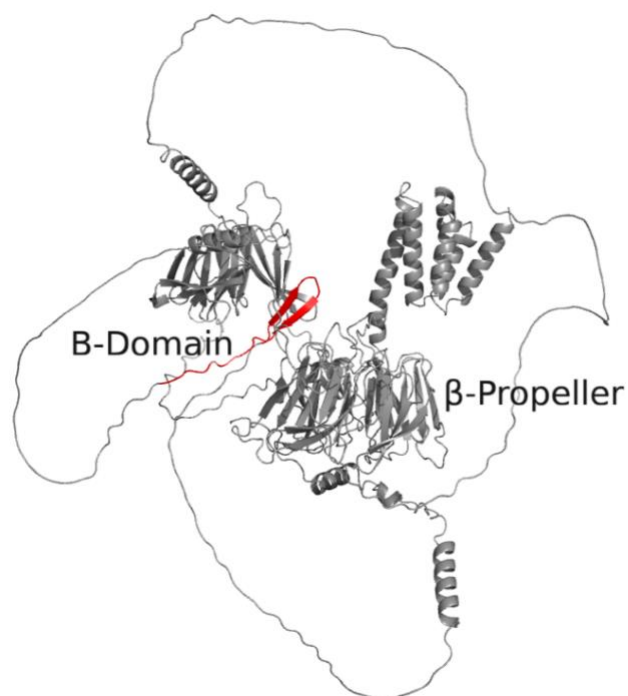

B) TOP VIEW

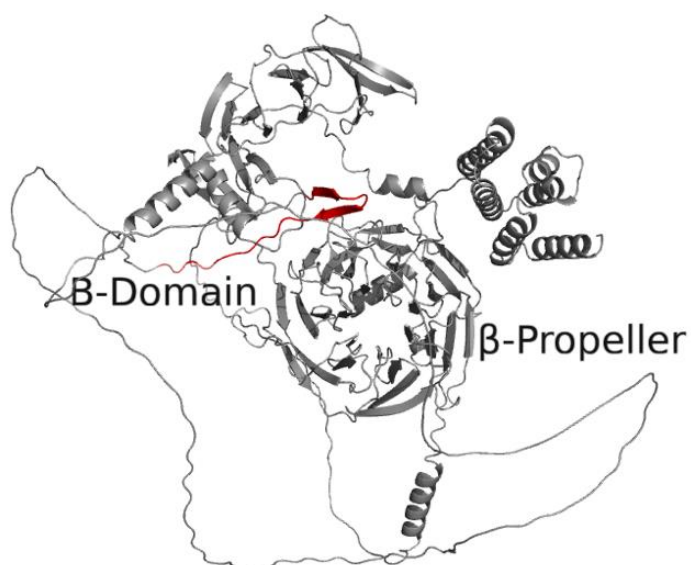

Figure S6: Hir1^{Tt} structure prediction. AlphaFold-predicted structure of THERM_00046490 (Hir1^{Tt}) protein depicting side (A) and top (B) views respective to the β-Propeller motif. The B-domain of Hir1^{Tt} is colored in red.

Figure S7

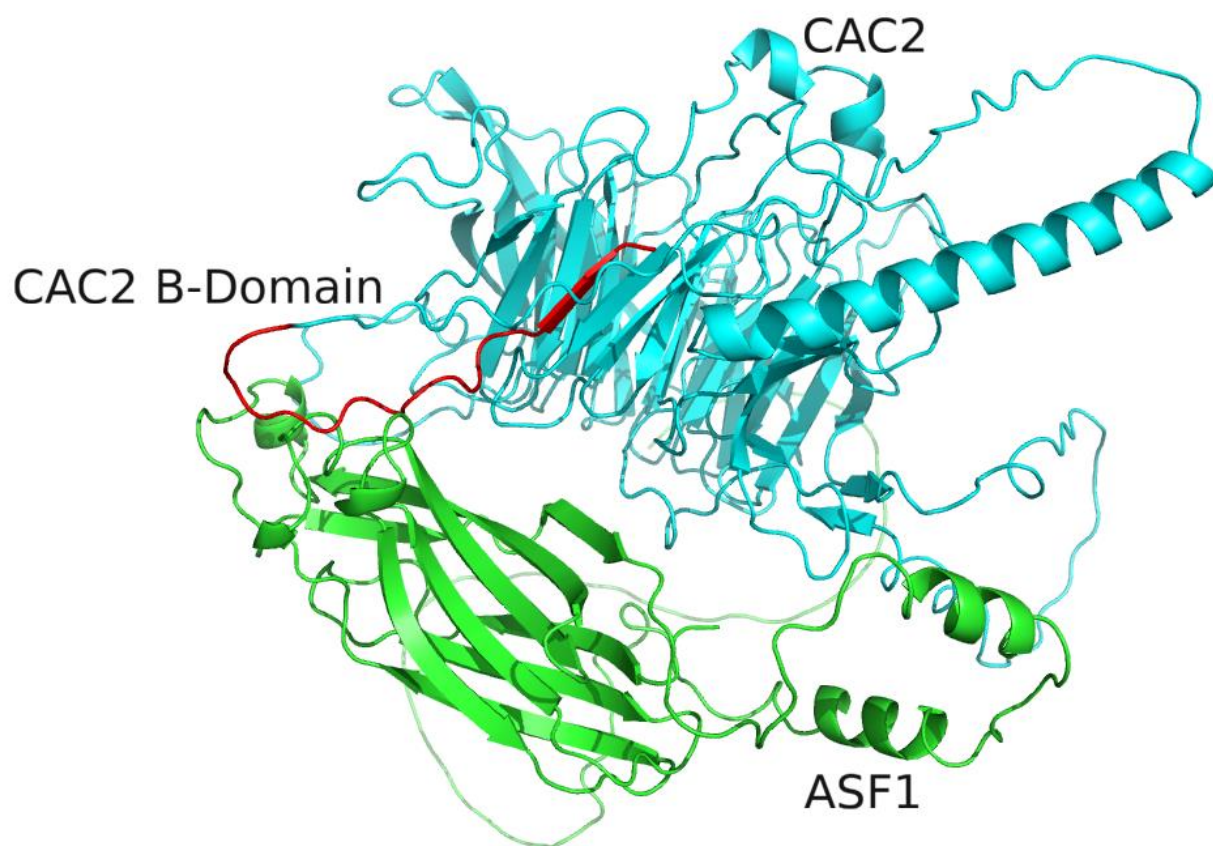

Figure S7: Protein complex prediction of Cac2^{Tt} and Asf1^{Tt}. Overall AlphaFold-predicted structure of THERM_00219420 (Cac2^{Tt}) bound with THERM_00442300 (Asf1^{Tt}). Cac2^{Tt} is colored in cyan and Asf1^{Tt} is colored green. The B-domain of Cac2^{Tt} is colored in red.

Figure S8

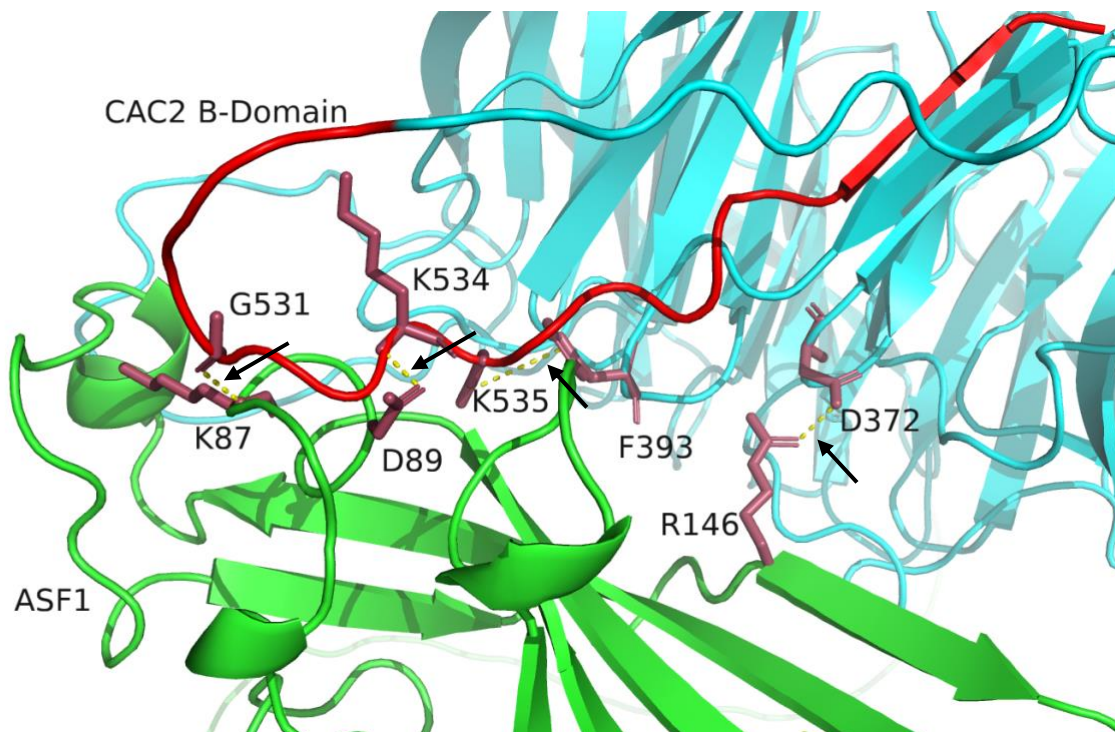

Figure S8: Visualization of the predicted binding interface between Cac2^{Tt} and Asf1^{Tt}. Cac2^{Tt} is colored in cyan whereas Asf1^{Tt} is colored green and the B-domain of Cac2^{Tt} is highlighted in red. Labelled residues (K87-G531, D89-K534, R146-D372) are predicted to form polar intermolecular contacts between Asf1^{Tt} and Cac2^{Tt} within 3 Å, and an intramolecular π interaction (F393-K535) involving a lysine residue within the B-domain of Cac2^{Tt} (T527-Y545). All interactions are shown as dashed yellow lines and arrows.

Figure S9

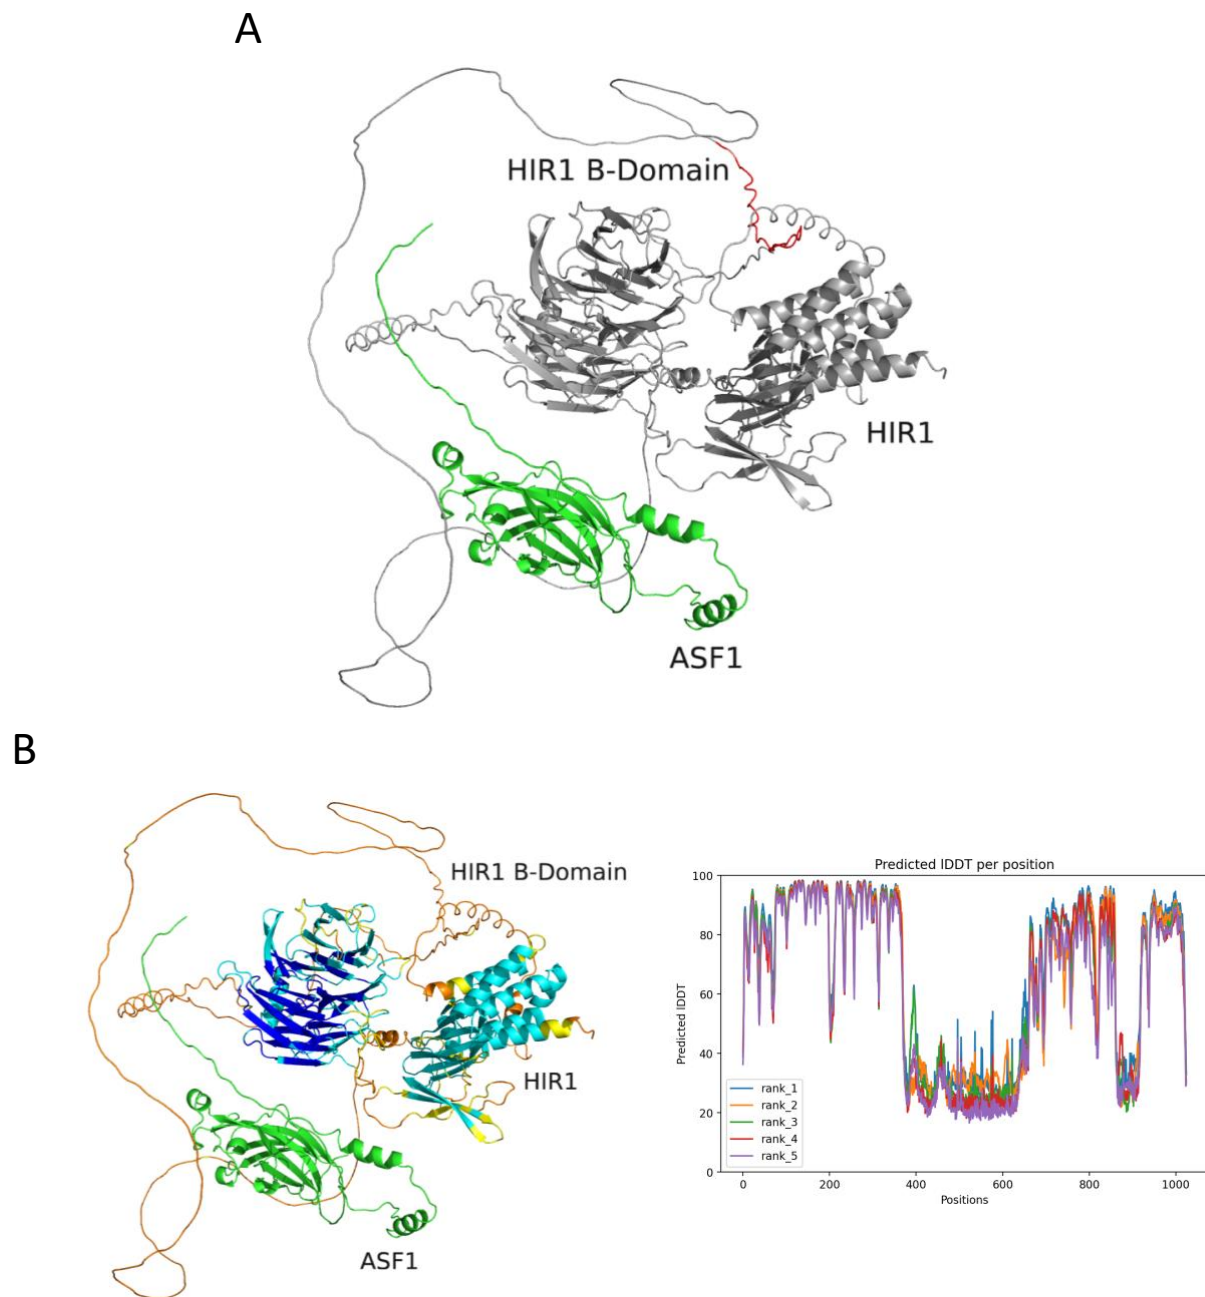

Figure S9: Visualization of the predicted binding interface between Hir1^{Tt} and Asf1^{Tt}. **A:** AlphaFold-predicted co-structure of THERM_00046490 (Hir1^{Tt}) with Asf1^{Tt}. Hir1^{Tt} is coloured in grey, Asf1^{Tt} is coloured green. The B-domain of Hir1^{Tt} is coloured in red. No significant intermolecular interactions were detected in our predictions. **B: Left,** AlphaFold-predicted co-structure. Hir1^{Tt} is coloured by pLDDT per residue confidence scores ranging from orange (very low: pLDDT<50) to dark blue (very high: pLDDT>90). Asf1^{Tt} is coloured green. **Right:** AlphaFold-predicted by-residue pLDDT confidence score plot for the 5 highest-confidence Hir1^{Tt} models. All models display low predictive confidence for residues of the Hir1^{Tt} B-Domain (res. 453:476) and directly up and downstream of the B-domain.

Figure S10

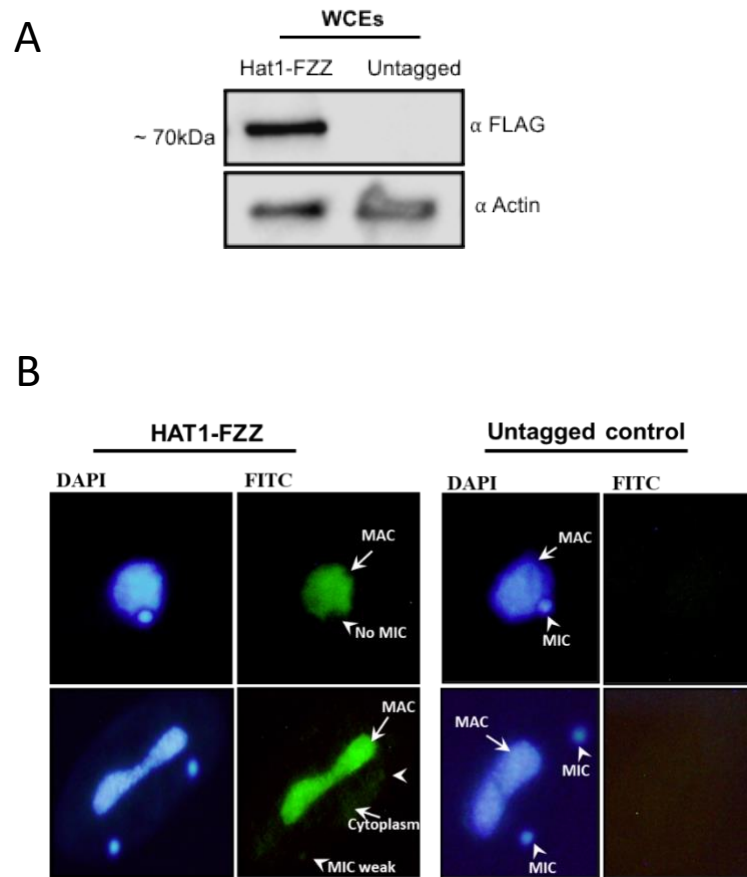

Figure S10: Endogenous tagging of *Tetrahymena* Hat1. **A:** Western blotting analysis using whole cell lysates prepared from vegetative *Tetrahymena* cells expressing Hat1-FZZ. The blots were probed with the indicated antibodies. **B:** Indirect immunofluorescence analysis of Hat1-FZZ in growing *Tetrahymena*. DAPI was used to stain the nuclei, and the positions of the MAC and MIC are indicated with arrows and arrowheads, respectively. Untagged wildtype *Tetrahymena* were used as a control.

Figure S11

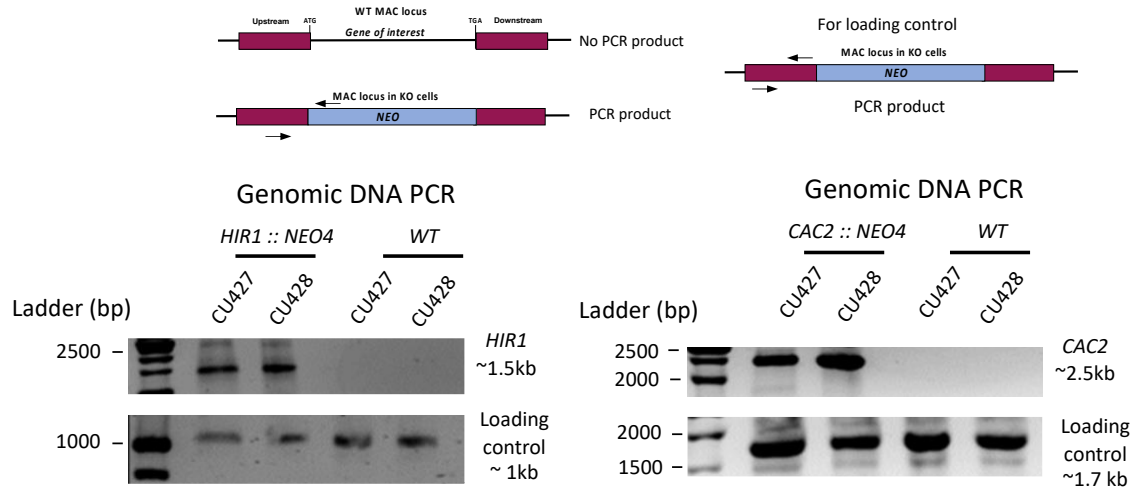

Figure S11: Strategy to confirm the correct integration of *NEO* cassette. **Top**, Schematic representation of the confirmation of the accurate integration of the *NEO* cassette at the locus of interest. Positions of PCR primers are indicated. The reverse primer is designed complementary to sequence within the *NEO* cassette, whereas the forward primer is specific to sequence upstream of the gene of interest. A PCR product will be observed only if the *NEO* cassette is integrated into the desired locus. WT cells will not show PCR products. Primers designed to amplify DNA from the promoter regions of each target gene were used as loading controls. **Bottom**, Agarose gel electrophoresis using genomic DNA extracted either from KO or WT *Tetrahymena* cells.

Figure S12

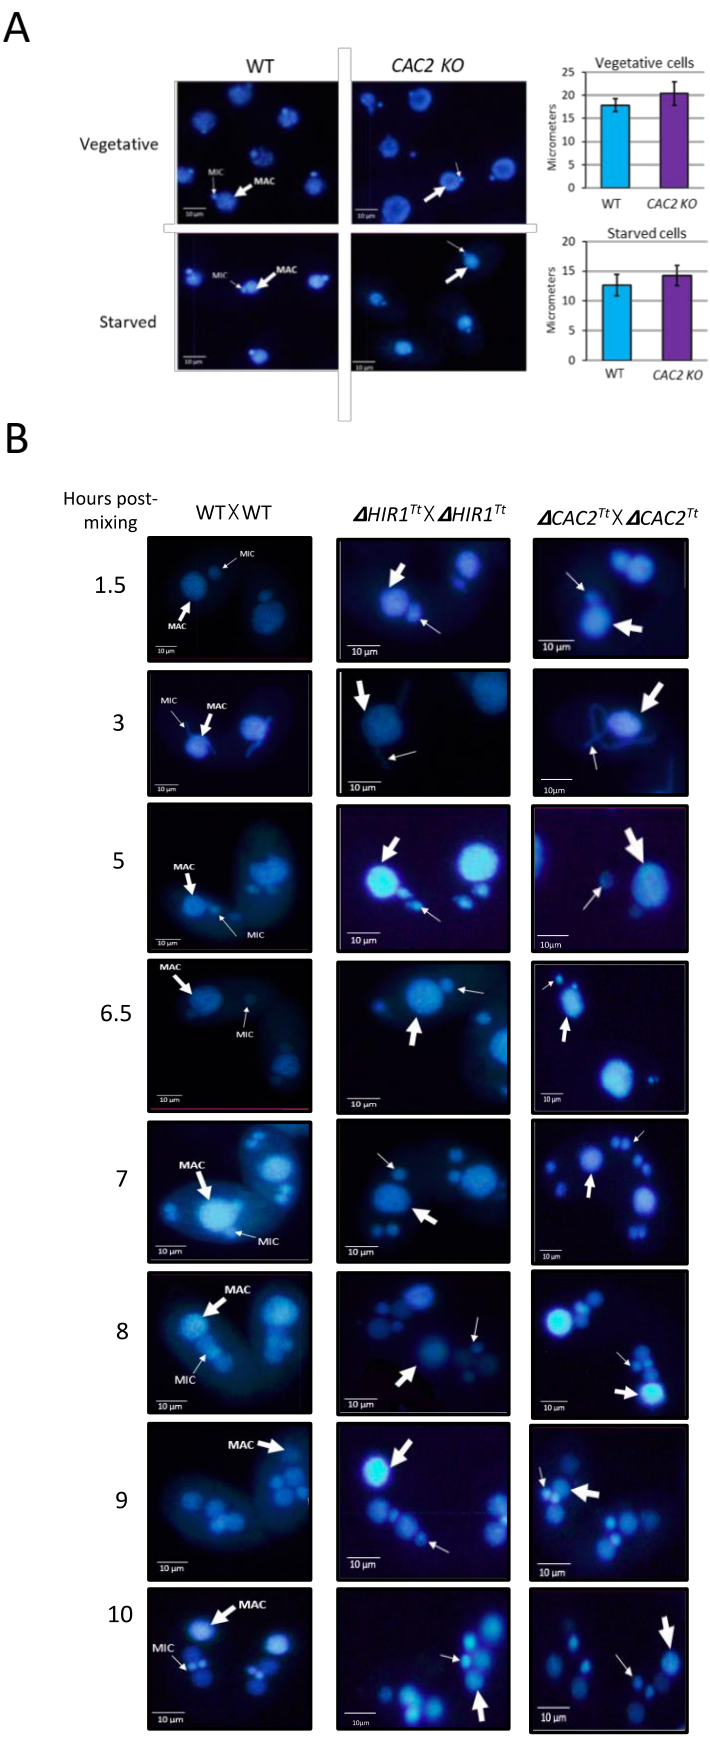

Figure S12: KO analysis of *CAC2^{Tt}* and *HIR1^{Tt}* in *Tetrahymena*. **A: Left,** Fluorescence (DAPI) of vegetative and starved $\Delta CAC2$ and wildtype *Tetrahymena* cells. **Right,** Bar plots showing the quantification of mean diameter of MACs in $\Delta CAC2^{Tt}$ compared to wildtype *Tetrahymena*. Diameters were measured in micrometers for 40 individual *Tetrahymena* cells. Images used were taken at 40X magnification in a 1360x1024 frame. Field of view at 40X was 360 micrometers. **B:** Fluorescence (DAPI) analysis of conjugating wildtype, $\Delta HIR1^{Tt}$, and $\Delta CAC2^{Tt}$ *Tetrahymena* cells. Hours post mixing the *Tetrahymena* cells of different mating types are indicated on the left. Note: DAPI was used to stain the nuclei.

Figure S13

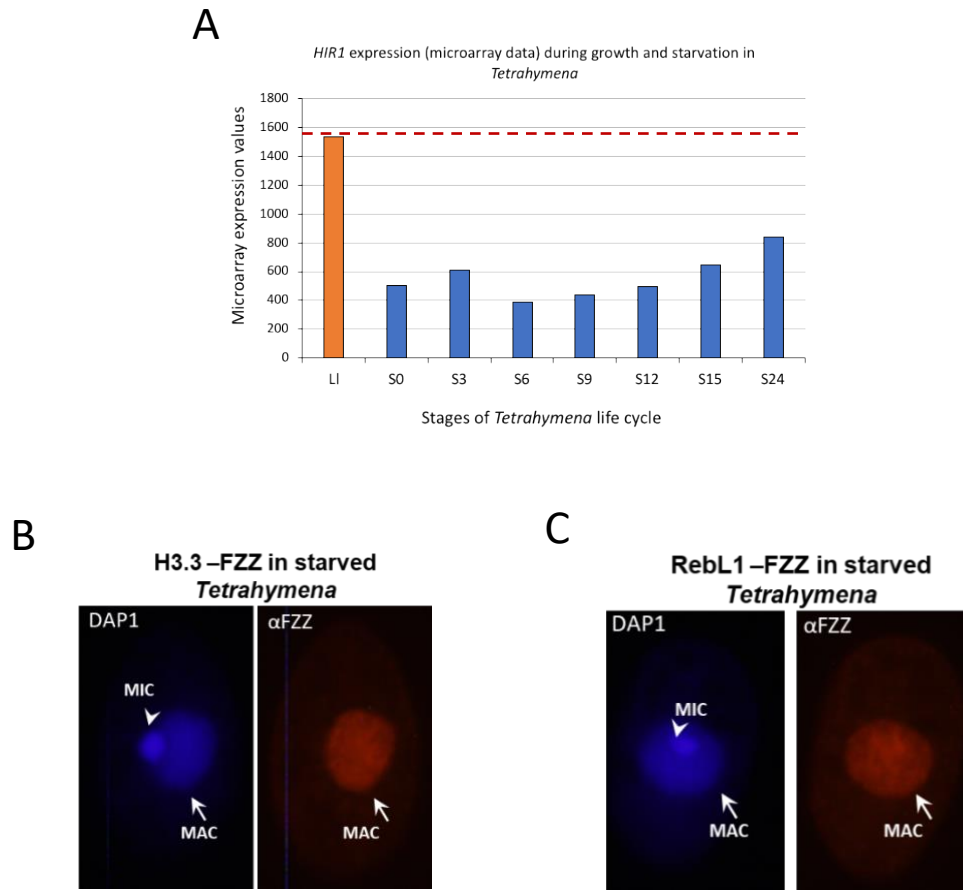

Figure S13: Indirect immunofluorescence analysis in starved *Tetrahymena*. Indirect immunofluorescence analysis in starved *Tetrahymena*. A: Expression profile of *Hir1* during growth and starvation in *Tetrahymena*. For growing cells, L-1 corresponds to $\sim 1 \times 10^5$ cells/mL. For starvation, $\sim 2 \times 10^5$ cells/mL were collected at 0, 3, 6, 9, 12, 15 and 24 hours referred to as S-0, S-3, S-6, S-9, S-12, S-15 and S-24. Microarray data was acquired from http://tfgd.ihb.ac.cn/search/detail/gene/TTHERM_00046490 (last accessed January 20, 2023) **B:** Indirect immunofluorescence analysis of H3.3-FZZ in starved *Tetrahymena*. H3.3 is found in the MAC only. **C:** Indirect immunofluorescence analysis of RebL1-FZZ in starved *Tetrahymena*. RebL1 is found in the MAC only. DAPI was used to stain the nuclei. The positions of the MAC and MIC are indicated with arrows and arrowheads, respectively.

Figure S14

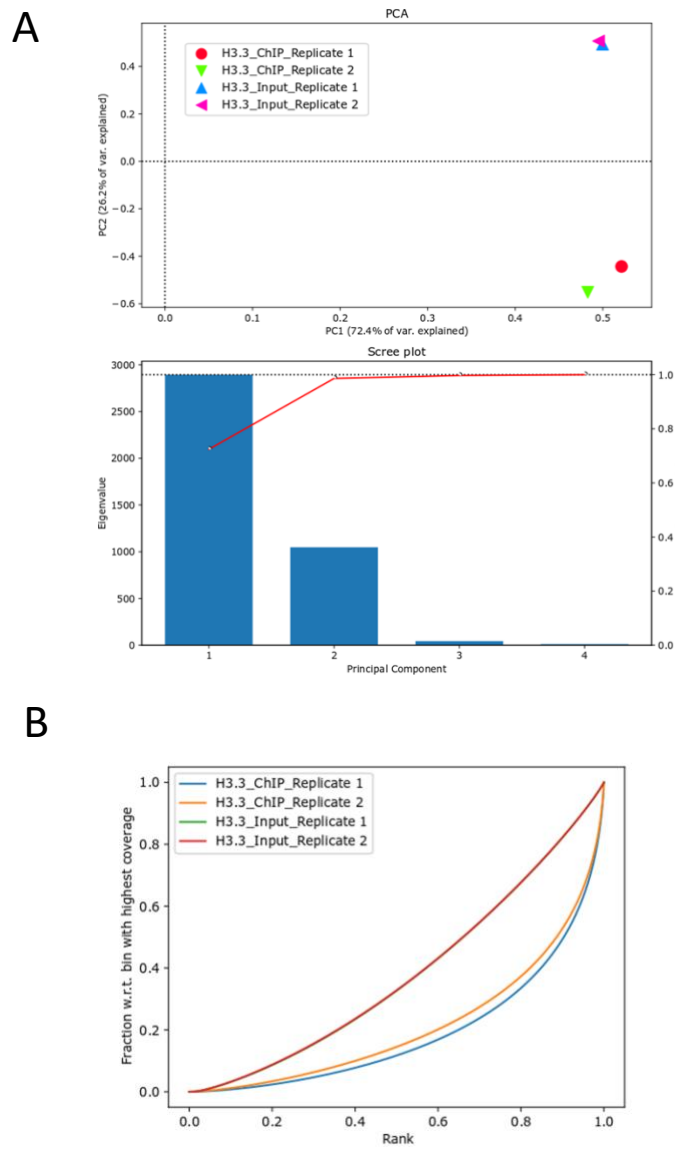

Figure S14: H3.3 ChIP-seq replicates correlate with each other. A: Principal component analysis (PCA) of two H3.3 ChIP-seq replicates and their corresponding inputs. **B:** Fingerprint plot to examine the quality of H3.3 ChIP signal in comparison with inputs. ChIP-seq is enriched as more reads are found in smaller number of bins for ChIPs compared to the input.

Figure S15

A

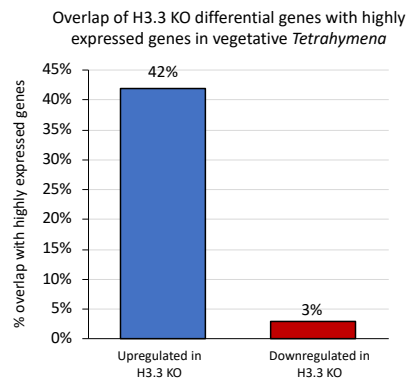

B

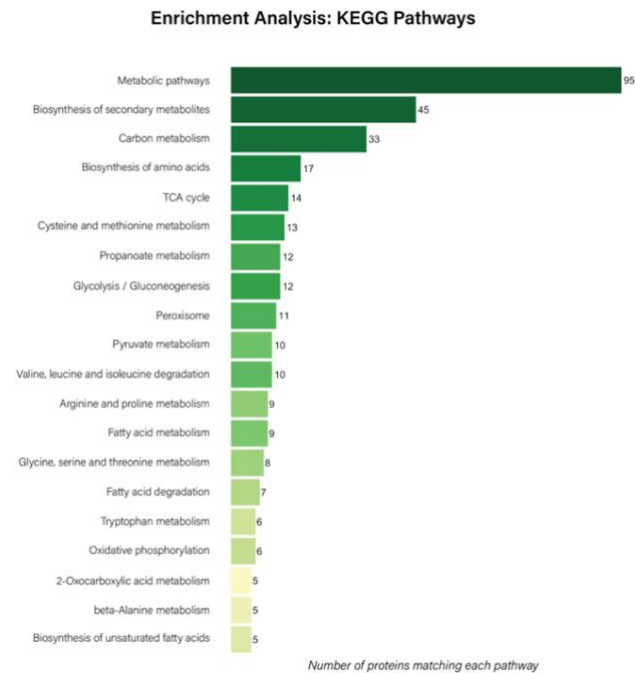

C

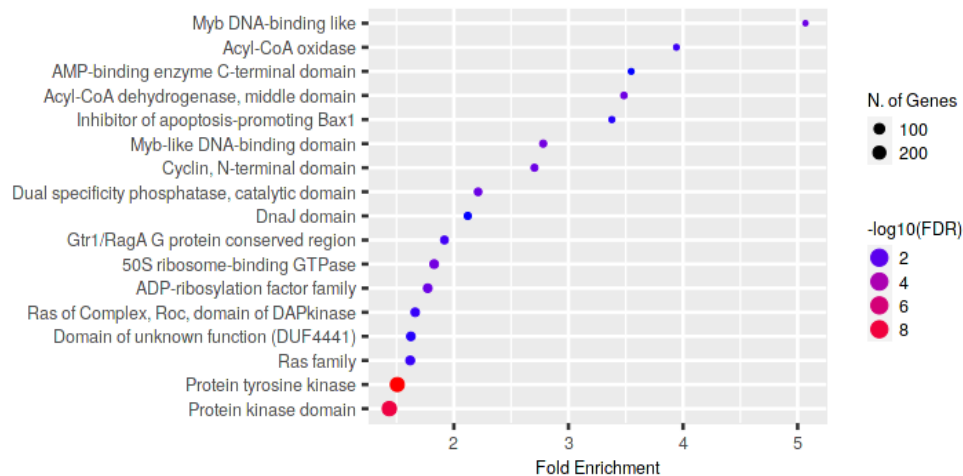

Figure S15: GO enrichment analysis of H3.3 ChIP-seq targets. **A:** Bar plot depicts the % overlap of upregulated and downregulated genes in H3.3 KO cells with those genes classified as highly expressed during *Tetrahymena* vegetative growth. **B:** KEGG pathway enrichment analysis of H3.3 bound genes. Number of genes for each term is indicated beside each bar. **C:** Dot plot representation of pfam domain enrichment analysis in H3.3-target genes ($Q < 0.05$). Figure legend is provided.

Figure S16

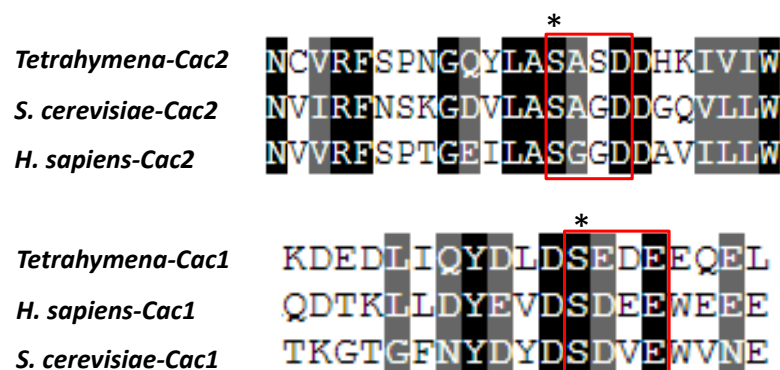

Figure S16: Predicted CKII sites on Cac2^{Tt} and Cac1^{Tt} proteins. The red box shows the conserved sequence whereas star indicates the serine residue predicted to be phosphorylated by CKII. The prediction was performed using Netphos web server <https://services.healthtech.dtu.dk/services/NetPhos-3.1/>.

# Supplementary material for: Multilevel interrogation of H3.3 reveals a primordial role in transcription regulation
**Source:** Epigenetics Chromatin. 2023 Apr 7;16:10. doi: 10.1186/s13072-023-00484-9
**Supplement:** Supplementary file 3 — Additional file 3: Methods S1.

Multilevel interrogation of H3.3 dynamics reveals a primordial role in transcription regulation

Syed Nabeel-Shah^{1,2,3,7}, Jyoti Garg^{1,4,7}, Kanwal Ashraf⁴, Renu Jeyapala¹, Hyunmin Lee^{2,5}, Alexandra Petrova¹, James D Burns², Shuye Pu², Zhaolei Zhang^{2,3,5}, Jack F. Greenblatt^{2,3}, Ronald E Pearlman⁴, Jean-Philippe Lambert⁶ and Jeffrey Fillingham^{1,*}

⁷. These authors contributed equally to this work

Keywords: H3.3, Histone variant, HIRA, CAF1, Asf1, NASP, RBBP4/7, Chromatin, Epigenetics, Functional proteomics, Tetrahymena

Supplemental Methods

Generation of whole cell extracts and Western blotting

10% trichloroacetic acid (TCA) was used to prepare whole-cell extracts (WCE). The WCE was incubated on ice for 20-30 min. 100µl of SDS loading dye (1×) and 10µl of 1N NaOH was added to neutralize the solution. WCEs were electrophoresed through 10% SDS-PAGE and proteins were transferred to nitrocellulose. After blocking in 5% skim milk, the membrane was probed with the antibodies indicated. Antibodies and dilutions used were anti-Flag (1:5000; Sigma), anti-GFP (1:5000; Ab290 Abcam), anti-Actin (1:10000; Abcam).

Multiple sequence alignment and Phylogenetic analysis

Protein sequences for the *HHT2* and *HHT3* genes were obtained from the *Tetrahymena* Genome Database (www.ciliate.org) and aligned using PRALINE alignment toolbox (Simossis and Heringa 2005).

Protein sequences were retrieved using BLAST searches using NCBI non-redundant protein sequences database (<https://blast.ncbi.nlm.nih.gov/Blast.cgi>). Protein sequences were analyzed at the Pfam (<http://pfam.sanger.ac.uk/>) and SMART (<http://smart.embl-heidelberg.de/>) databases to examine the domain architecture (Finn et al. 2016; Letunic and Bork 2018). Protein phylogenetic analysis were carried out using the neighbour-joining method under p-distances using MEGA 7 (Kumar et al. 2016). Multiple sequence alignments were constructed using MUSCLE with default parameters. The reliability of the resulting phylogenetic trees was assessed using the bootstrap method (1000 replicas for each tree).

Chromatin Immunoprecipitation (ChIP)

ChIP-seq experiments were performed as described previously (Saettone et al. 2018; Nabeel-Shah, Garg, Saettone, et al. 2021) with following modifications. 200 mL cells were grown to a density of 2×10^5 cells/ mL and pelleted. Cells were washed with 200mL 10mM Tris pH7.4, resuspended in 10 mL 1X PBS and DSG was added (10mg dissolved in 200uL DMSO). Cells were pelleted and washed with 1X PBS and resuspended in 1% PFA (paraformaldehyde) in PBS. Following PFA fixation, cells were washed with cold 1X PBS three times. The chromatin was fragmented on ice by sonication with the probe sonicator, 8X8 pulses (Duty cycle: 90%, Output: Between 4 and 5) (Branson 450 Analog Sonifier).

The lysis buffer containing the sonicated chromatin was diluted 10 times using dilution buffer (50mM Tris pH 8.0, 100mM NaCl, 5mM EDTA, 2% Triton X and 0.2% deoxycholate. Chromatin immunoprecipitation was performed by incubating samples with 2µg anti-GFP antibody (ab290: Abcam) conjugated with protein G dynabeads and rotating at 4°C for 4h. The beads were washed twice with low salt wash buffer (150mM NaCl, 50mM Tris pH7.0, 0.1% SDS, 1% TritonX, 10mM EDTA, 1mM PMSF), twice with high salt wash buffer (500mM NaCl, 50mM Tris pH7.0, 0.1% SDS, 1% TritonX, 10mM EDTA, 1mM PMSF), and once with lithium wash buffer (4mM LiCl, 10mM Tris pH7.5).

Elution was performed with freshly made elution buffer (50mM Tris, 10mM EDTA, 1% SDS). Incubation was for 15min in a 65°C water bath with brief vortexing every few minutes. 450ul of elution buffer was also added to the thawed input samples. 20ul of 5M NaCl was added and the samples were incubated overnight at 65°C for reverse crosslinking. Samples were treated with RNase (Fermentas) and incubated for 1h at 37°C. Proteinase K (Fermentas) was added and incubated at 42°C for 2 hrs and 65°C for 8hrs. The DNA was isolated (Qiagen PCR purification kit) and H₂O was used for elution.

Mass Spectrometry sample preparation

Preparation of protein eluates for mass spectrometry acquisition was essentially as previously described (Saettone et al. 2018; Nabeel-Shah, Garg, Kougnassoukou Tchare, et al. 2021) and is provided below as it is. Briefly, the eluates were dried using a speed vacuum apparatus and re-suspended in 10µL of 20 mM Tris-HCl pH 8.0. Trypsin digestion was carried out using 0.75 µg of trypsin (Sigma) for ~ 15 hours at 37°C with mild agitation. An extra 0.25 µg of trypsin was added to each sample and incubated for an additional 3 h. The samples were acidified to a final concentration of 2% acetic acid, desalted using C₁₈StageTips (Thermo Scientific) as per the manufacturer's instructions and stored at -80°C until their acquisition on a mass spectrometer.

Mass spectrometry acquisition using Triple TOF 5600 mass spectrometer

5 µL of each sample, representing 50% of the sample, was directly loaded at 300 nL/min onto a New Objective PicoFrit column (15 cm×0.075 mm I.D; Scientific Instrument Services, Ringoes, NJ) packed with Jupiter 5 µm C₁₈ (Phenomenex, Torrance, CA) stationary phase. The peptides were eluted from the column by a gradient generated by an Agilent 1200 HPLC system (Agilent,

Santa Clara, CA) equipped with a nano electrospray ion source coupled to a 5600+ Triple TOF mass spectrometer (Sciex, Concord, ON). A 65-min linear gradient of a 5–35% mixture of 0.1% formic acid injected at 300 nL/min was used to elute peptides. Data dependent acquisition mode was used in Analyst version 1.7 (Sciex) to acquire mass spectra. Full scan mass spectrum (400 to 1250m/z) were acquired followed by collision-induced dissociation of the twenty most intense ions. A period of 20 s and a tolerance of 100 ppm were set for dynamic exclusion.

Mass spectrometry acquisition using Orbitrap Fusion mass spectrometer

Peptide samples were separated by online reversed-phase (RP) nanoscale capillary liquid chromatography (nanoLC) and analyzed by electrospray mass spectrometry (ESI MS/MS). The experiments were performed with a Dionex UltiMate 3000 nanoRSLC chromatography system (Thermo Fisher Scientific) connected to an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) equipped with a nanoelectrospray ion source. Peptides were trapped at 20 μ L / min in loading solvent (2% acetonitrile, 0.05% TFA) on a 5mm x 300 μ m C18 pepmap cartridge pre-column (Thermo Fisher Scientific) during 5 minutes. The pre-column was switched online with a self-made 50 cm x 75 μ m internal diameter separation column packed with ReproSil-Pur C18-AQ 3- μ m resin (Dr. Maisch HPLC) and the peptides were eluted with a linear gradient from 5-40% solvent B (A: 0.1% formic acid, B: 80% acetonitrile, 0.1% formic acid) in 60 minutes, at 300 nL/min. Mass spectra were acquired using a data dependent acquisition mode using Thermo XCalibur software version 3.0.63. Full scan mass spectra (350 to 1800m/z) were acquired in the orbitrap using an AGC target of 4×10^5 , a maximum injection time of 50 ms and a resolution of 120 000. Internal calibration using lock mass on the m/z 445.12003 siloxane ion was used. Each MS scan was followed by acquisition of fragmentation spectra of the most intense ions for a total cycle time of 3 seconds (top speed mode). The selected ions were isolated using the quadrupole analyzer in a window of 1.6 m/z and fragmented by Higher energy Collision-induced Dissociation (HCD) with 35% of collision energy. The resulting fragments were detected by the linear ion trap in rapid scan rate with an AGC target of 1×10^4 and a maximum injection time of 50ms. Dynamic exclusion of previously fragmented peptides was set for a period of 20 sec and a tolerance of 10 ppm.

Mass spectrometry acquisition using LTQ mass spectrometer

The suspended sample was bomb-loaded in its entirety on the equilibrated column. The column was washed off-line for 10 min in buffer A and placed in-line with a LTQ mass spectrometer equipped with an Agilent 1100 pump with split flow, and either the Thermo source, or a Proxeon source. Buffer A is 2% acetonitrile (ACN), 0.1% formic acid; buffer B is 98% ACN, 0.1% formic acid. The HPLC gradient program delivered an ACN gradient over 120 min (1-5% buffer B over 4 min, 5-40% buffer B over 100 min, 40-60% buffer B over 5 min, 60-100% buffer B over 5 min, hold buffer B at 100% 3 min, and 100-0%B in 2 min). The parameters for Data Dependent Acquisition on the mass spectrometer were: 1 centroid MS (mass range 400-2000) followed by MS/MS on the 5 most abundant ions. General parameters were activation type = CID, isolation width = 3, normalized collision energy = 32, activation Q = 0.25, activation time = 30 msec, wide band activation. The minimum threshold was 1000, the repeat4count = 1, repeat duration = 30 sec, exclusion size list = 500, exclusion duration = 30sec, exclusion mass width (by mass) = low 1.2, high 1.5.

Data Dependent Acquisition MS analysis:

Mass spectrometry data were stored, searched and analyzed using the ProHits laboratory information management system (LIMS) platform (Liu et al. 2016). Within ProHits, Thermo Fisher scientific RAW mass spectrometry files were converted to mzML and mzXML using ProteoWizard (3.0.4468; (Kessner et al. 2008)). Within ProHits, AB SCIEXWIFF files were first converted to an MGF format using WIFF2MGF converter and to an mzML format using ProteoWizard (v3.0.4468) and the AB SCIEX MS Data Converter (V1.3 beta). The mzML and mzXML files were searched using Mascot (v2.3.02). The spectra were searched with the RefSeq database (version45, January 24th, 2011) acquired from NCBI against a total of 24,770 *T. thermophila* sequences. For TripleTOF files, the database parameters were set to search for tryptic cleavages, allowing up to two missed cleavage sites per peptide with a mass tolerance of 40 ppm for precursors with charges of 2+ to 4+ and a tolerance of +/- 0.15 amu for fragment ions. For Orbitrap Fusion files, the database parameters were set to search for tryptic cleavages, allowing up to two missed cleavage sites per peptide with a mass tolerance of 12 ppm for precursors with charges of 2+ to 4+ and a tolerance of +/- 0.6 amu for fragment ions. For files analyzed on the LTQ, the charges +1, +2 and +3 were considered, with the parent mass tolerance set at 3 amu and the fragments at 0.6 amu. Deamidated asparagine and glutamine and oxidized methionine were

allowed as variable modifications. SAINTexpress version 3.61 (Teo et al. 2014) was used as a statistical tool to calculate the probability value of each potential protein-protein interaction from background contaminants using default parameters. For the LTQ samples, 39 controls compressed to 20 were used while 15 uncompressed controls were employed for the Triple TOF samples.

Supplementary References

- Finn RD, Cogill P, Eberhardt RY, Eddy SR, Mistry J, Mitchell AL, Potter SC, Punta M, Qureshi M, Sangrador-Vegas A, et al. 2016. The Pfam protein families database: towards a more sustainable future. *Nucleic Acids Res.* 44:D279–D285.
- Kessner D, Chambers M, Burke R, Agus D, Mallick P. 2008. ProteoWizard: open source software for rapid proteomics tools development. *Bioinformatics* 24:2534–2536.
- Kumar S, Stecher G, Tamura K. 2016. MEGA7: Molecular Evolutionary Genetics Analysis Version 7.0 for Bigger Datasets. *Mol. Biol. Evol.* 33:1870–1874.
- Letunic I, Bork P. 2018. 20 years of the SMART protein domain annotation resource. *Nucleic Acids Res.* 46:D493–D496.
- Liu G, Knight JDR, Zhang JP, Tsou C-C, Wang J, Lambert J-P, Larsen B, Tyers M, Raught B, Bandeira N, et al. 2016. Data Independent Acquisition analysis in ProHits 4.0. *J. Proteomics* 149:64–68.
- Nabeel-Shah S, Garg J, Kougnassoukou Tchara PE, Pearlman RE, Lambert JP, Fillingham J. 2021. Functional proteomics protocol for the identification of interaction partners in *Tetrahymena thermophila*. *STAR Protoc.* 2.
- Nabeel-Shah S, Garg J, Saettone A, Ashraf K, Lee H, Wahab S, Ahmed N, Fine J, Derynck J, Pu S, et al. 2021. Functional characterization of RebL1 highlights the evolutionary conservation of oncogenic activities of the RBBP4/7 orthologue in *Tetrahymena thermophila*. *Nucleic Acids Res.* 49:6196–6212.
- Saettone A, Garg J, Lambert J-P, Nabeel-Shah S, Ponce M, Burtch A, Thuppu Mudalige C, Gingras A-C, Pearlman RE, Fillingham J. 2018. The bromodomain-containing protein Ibd1 links multiple chromatin-related protein complexes to highly expressed genes in *Tetrahymena thermophila*. *Epigenetics Chromatin* 11:10.
- Simossis VA, Heringa J. 2005. PRALINE: a multiple sequence alignment toolbox that integrates homology-extended and secondary structure information. *Nucleic Acids Res.* 33:W289.
- Teo G, Liu G, Zhang J, Nesvizhskii AI, Gingras A-C, Choi H. 2014. SAINTexpress:

improvements and additional features in Significance Analysis of INTeractome software. *J. Proteomics* 100:37–43.

How the deposited data were processed for this re-analysis (not part of the article)

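The deposited data are raw read counts per gene that the authors made from poly(A)-selected RNA of growing Tetrahymena thermophila, in 2 libraries of H3.3 KO cells and 2 libraries of WT cells. According to the submitters' processing notes, the authors used cutadapt 4.1 and STAR 2.7.1, and according to the methods the counts were made on a macronuclear annotation with updated gene names. According to the methods, the gene counts were generated using STAR, whose strand setting and treatment of reads that map to several places in the counting are not given in the sources used here. No gene that lies within another gene had a read (145 on the opposite strand and 42 on the same strand), against 23614 of all 26172 genes. That argues that reads in an overlap were counted for neither gene. The counts of the 493 tested genes that overlap another gene would then come only from their parts outside the overlap. The deposited gene lengths are spans with introns included. Samples were grouped by the genotype and replicate number in their labels, which match the 2 independent biological samples per condition in the methods. The methods name the wildtype strains CU428 and B2086, and the paper's text calls the control parental wildtype without saying which of them was sequenced.

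Every column of counts was used. Counts in genes summed to 6643962 and 9517556 in the H3.3 KO libraries and to 10015031 and 12776391 in the WT libraries, with a count in 19449, 21810, 22033 and 22450 genes. Before averaging, the replicates were compared. The chi-square of the counts divided by its degrees of freedom was 104 between the H3.3 KO libraries and 2.10 between the WT libraries, which sets biological samples against counting noise alone. It was not used to choose libraries, and all 4 were kept. Of the 26172 genes, 20272 with a sum of at least 10 counts, the filter of the paper, were tested in R 4.3.3 with edgeR 4.0.16 (calcNormFactors with TMM, glmQLFit with legacy=FALSE, glmQLFTest, Benjamini-Hochberg), with genotype as the only term. CPM values use TMM factors, and log2 CPM a prior count of 1. Standard errors are the log2 fold change divided by the square root of F, and are not given where a genotype has only 0 counts. The test, filter, thresholds, alternatives and gene lists were set before the data were examined, but whether a separate dispersion estimate precedes glmQLFit was not. The fit without it (91 downregulated genes) was chosen after the number of downregulated genes had been seen both ways, and the 2 numbers differed by 1 gene. DESeq2 1.42.0, the tool of the paper, was an alternative (Wald test, own size factors, default independent filtering with alpha 0.1). The other alternatives were RLE and upper-quartile factors, library totals as the only scaling, no filter, filterByExpr, no fold change limit, an adjusted p of 0.01, glmTreat, glmQLFit with legacy=TRUE, each library left out in turn, replicate number as a block, and offsets that remove each library's loess trend (span 0.3) on gene length or mean expression. Offsets on GC content were not run because they need a genome sequence, which was not used here. DESeq2 with an unadjusted p, a fit without overlapping genes and counts thinned to the smallest library were added after seeing the data.

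The test was tried on simulated counts for the 20272 genes at the real means and library sizes, with 200 genes of a mean of at least 50 counts changed. With the spread of all 4 libraries, the edgeR test recovered 3.13% of the genes changed by a log2 fold change of 1, 64.6% at 2 and 93.0% at 3, and called 4 of the 20072 unchanged genes. DESeq2 recovered 6.25%, 87.7% and 98.6%, and called 27 unchanged genes. With the spread of the 2 WT libraries alone, the edgeR test recovered 54.7% at a log2 fold change of 1 and 100% at 2 and at 3. The second spread was added while an error in the simulation code was being repaired. Within a gene the simulation gave both genotypes the same spread, whereas in the data the H3.3 KO libraries differed more than the WT libraries. A log2 fold change of 1 sits at the fold limit, so some such genes miss that limit through error in their estimate. The common biological coefficient of variation was 0.282 over all 4 libraries and 0.0447 for the WT libraries alone.

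The genes named in the text follow a rule. They are the genes the paper names for its RNA-seq and RT-qPCR experiments, other proteins it discusses, members of 30 gene lists, the nearest genes of the highest H3.3 peaks, and the genes with the largest changes among those called at a mean of at least 10 CPM. The fold changes of Fig. 6B and the labels of Fig. 6A had been seen when the rule was written. Names were taken only from the paper and its AP-MS tables, which pair 32 of these genes with IDs. Of the IDs in the counts, 96.5% match a locus tag of the reference gene table (assembly JCVI-TTA1-2.2), which gives these no names and whose coordinates were not used. Therefore 10 of the 30 lists have a named member, and 1 list (H3-H4 chaperones) has the 5 or more members needed for camera of limma 3.58.1 (preset correlation 0.01). At most 2 unnamed IDs per direction are printed, apart from runs of neighbouring genes, which are given by position. The volcano labels of Fig. 6A that the rule lists, HHT1, HHF1, HHF2, the HTA genes, HTB2, HHO1, RPB2, RPT3, SSA4, SAS2, HSP90 and the BTU genes were not paired with an ID and are not reported. From the ChIP-seq and AP-MS experiments, only the held part of the peak table and the tables of partners were used, for the choice and names of genes. The RT-qPCR data, Table S10 and the expression classes of Fig. S15A were not used here.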

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

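The tests by thinning, HHT3 level, shuffles, expected reads, counts inside runs, gaps between expression classes and spread over the classes were chosen after the results they concern were seen, as were the limits that define the runs of genes, while the comparison of replicates, the share in the highest class, the fits without 1 library, the offsets and the test without the most abundant genes were chosen before their results were seen. The wording of the tests on swapped libraries, absent sequence and the spread over the classes was revised after their values were seen. A test of gene length was left out of those weighed after its value was known, and the value is given with the difference between the H3.3 KO libraries.

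Genes outside those the paper discusses had reads in H3.3 KO cells above their level in WT cells. TTHERM_01044390 was at a mean of 25.3 CPM in H3.3 KO cells and had 0 counts in WT cells, and it was upregulated also without any 1 of the 4 libraries. A run of 4 genes that follow each other among the tested genes on chromosome 071 (183386 to 189453), with lengths from 696 to 714 bp and on 1 strand, summed to 26.5 ± 10.5 CPM (SD, n = 2) in H3.3 KO cells and 0.272 ± 0.143 CPM (SD, n = 2) in WT cells, and 3 of the 4 were upregulated. A run of 3 genes on chromosome 179 (2627573 to 2633019) summed to 67.1 ± 46.2 CPM (SD, n = 2) in H3.3 KO cells and 1.24 ± 0.142 CPM (SD, n = 2) in WT cells, and 2 of the 3 were upregulated. These runs are of genes with a log2 fold change of at least 4 and at least 20 reads in each H3.3 KO library. A run of 3 upregulated genes on chromosome 117 (184844 to 188691) summed to 148.7 ± 0.388 CPM (SD, n = 2) in H3.3 KO cells and 34.0 ± 2.20 CPM (SD, n = 2) in WT cells. The paper calls the control parental wildtype without naming its strain, and differences between the KO and control lines other than HHT3 were not tested for these genes.

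The 2 H3.3 KO libraries differed from each other more than the 2 WT libraries did, with 1855 and 0 of 8190 genes over 2-fold apart. With every library thinned to the smallest total, 1871 genes still differed between the H3.3 KO libraries and 0 between the WT libraries, which argues against depth. Without the 100 most abundant genes of each library, 157 in all, the number was 2328. That number and 1855 are not over the same set of genes. With every gene kept, the number was 1815 with gene length offsets and 3144 with library totals as the only scaling. The 1855 was already scaled with TMM factors, which allow for a few genes taking most of the counts. Leaving those genes out therefore cannot decide whether they account for the difference. HHT3 reached 13.1% of the WT mean in the higher of the H3.3 KO libraries, which argues against a library swapped between the genotypes. A difference between library batches or cultures stays open, and no biological explanation was tested.

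Of 18197 genes with at least 20 reads over the WT libraries, 111 had at most 1 read over both H3.3 KO libraries, and 17 of the 111 lay in 4 runs of 3 or more that follow each other among the 18197, with gene models of fewer WT reads between them passed over. The longest run, of 6 such genes among 12 gene models on chromosome 066 (1242292 to 1301807, 59.5 kb), had 259 and 306 counts in the WT libraries and 1 and 1 in the H3.3 KO libraries. The other runs lay on chromosomes 023 (406693 to 486186), 135 (20677 to 73462) and 105 (2075586 to 2105182). Of the 17 genes in the runs, 2 were called downregulated, both in the run on chromosome 066. Chance placement is argued against by 10000 shuffles within classes of WT counts (highest number of genes in such runs 6, permutation p = 1e-04, the smallest they can give). The WT level of the genes inside would give 516 reads over both H3.3 KO libraries. The genes were chosen for at least 20 WT reads and at most 1 H3.3 KO read, so that number was large by choice and is not a separate test of depth. Sequence absent from the H3.3 KO strain and genes that are silent in it cannot be told apart, since the highest count of a gene inside the runs was 4 and counts of RNA do not show the DNA, and a difference between the KO line and its control, which the paper calls parental wildtype, was not tested.

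Upregulated genes lay in the highest of 3 classes by mean expression more often than other genes (62.4%, but 0% without WT replicate 1 or without WT replicate 2, where 1 gene was upregulated). A larger chance of calling genes with more counts and an effect on highly expressed genes cannot be told apart, because a gene's own change moves it in the ranking: ranked by the WT libraries, 43.9% of the upregulated and 46.2% of the downregulated genes were in the highest class, both above other genes, although the 2 directions were still spread differently over the 3 classes (p = 0.000428, two-sided Fisher's exact test). Ranked by the H3.3 KO libraries, 79.6% of the upregulated and 8.79% of the downregulated genes were in the highest class. A trend on mean expression that differs between libraries remains a candidate explanation. From the lowest to the highest class the median log2 ratio rose by 0.63 between H3.3 KO replicates 1 and 2, by 0.48 between H3.3 KO and WT cells and by 0.0545 between the WT libraries, and with each library's trend removed 35.9% of the upregulated genes were in the highest class. That correction would also remove an effect of H3.3 that follows expression, which stays open as a biological explanation.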

How the results depend on the processing

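DESeq2 with an unadjusted p, the fit without overlapping genes and the thinned counts were chosen after seeing the data. Offsets on GC content were not run, for want of a genome sequence. The cause of a change was not tested unless given. The fits that leave out 1 library assume that the lone library of a genotype varies like the others, and the larger numbers without an H3.3 KO library follow from the smaller spread that then enters the fit (biological coefficient of variation 0.0447 for the WT libraries and 0.282 for all 4). At this depth, and with the same spread in both genotypes, unlike the data, the simulated test recovered 3.13% of genes changed by a log2 fold change of 1. That change sits at the fold limit. Genes that were not called are not shown to be unchanged.

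The number of called genes was 346 (255 upregulated, 91 downregulated). It was 1629 (1258 and 371) with DESeq2, 542 (386 and 156) with filterByExpr, 648 (464 and 184) with legacy=TRUE, 672 (508 and 164) with gene length offsets, 49 (39 and 10) with mean expression offsets, 3350 (2170 and 1180) with DESeq2 at an unadjusted p, and 18 (15 and 3) with thinned counts. It was 0 (0 and 0) with library totals as the only scaling (6572 genes at an unadjusted p under 0.05), at an adjusted p of 0.01 (5056) and with glmTreat (1963), all in edgeR. No expression class could be compared in these 3 settings. Without overlapping genes, 148 were downregulated. Leaving out each library gave 2 to 5258 called genes (1 to 2685 upregulated and 1 to 2573 downregulated), the highest without H3.3 KO replicate 1 and the lowest without WT replicate 1 or 2. RLE and upper-quartile factors, no filter and no fold change limit kept each number within 1.5 times. Of the 255 upregulated genes, all were also called with DESeq2, RLE factors, no filter or without either H3.3 KO library, and 187 with upper-quartile factors. Library totals as the only scaling gave 3144 genes over 2-fold apart between the H3.3 KO libraries, against 1855.

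The share of upregulated genes in the highest expression class (62.4%) stayed above that of other genes except where noted. It was 35.9% with mean expression offsets and 53.3% with thinned counts, where the test was not passed, and leaving out each library gave 0% to 56.4%, the 0% being the 1 gene called without WT replicate 1 or 2. The share of downregulated genes (23.1%) was 46.2% ranked by WT, 40.0% with mean expression offsets and 34.1% with counts divided by gene length, on the other side of the other genes, and 27.4% with no filter, 39.6% with the class taken as the genes above the median and 33.3% with thinned counts, where the test was not passed. Leaving out each library gave 0% to 21.2%. The p of the chaperone list from camera (0.0148) was 0.389 with an estimated correlation and 0.00254 to 0.206 when each library was left out.

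The labels give both genotypes replicate numbers 1 and 2. The deviations of same-numbered libraries had a correlation of 0.0130 across genes. Since the WT libraries hardly differed (0 of 8190 genes over 2-fold apart), this cannot show whether same-numbered libraries shared a culture or batch. With replicate number as a block, 352 genes were upregulated and 136 downregulated (229 and 81 of them also without the block), and with the block and gene length offsets together 1085 were called (768 and 317). The block alone placed HHT4 past both thresholds and gave CSKB-1 a log2 fold change of -0.0154.

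Among the named genes, those whose log2 fold change turned sign were not called over all 4 libraries. With library totals as the only scaling the values were UBN1a -0.48, AIP1 -0.0567, Ku70 -0.68, CSKA-1 -0.82, CSKA-2 -0.39, CSKB-1 -0.88, RPT6 -0.19, RPN8 -0.00905, RPN5 -0.42, eIF3c -0.48, SKY1b -0.67, acetyl-CoA acetyltransferase -0.43 and ATP synthase F1 delta -0.42. With mean expression offsets they were Ku70 -0.0447, CSKA-1 -0.53, CSKB-1 -0.58, RPN5 -0.19, eIF3c -0.26, SKY1b -0.0831 and ATP synthase F1 delta -0.51. Upper-quartile factors gave CSKA-1 -0.0427 and CSKB-1 -0.0892, and no filter gave CSKB-1 -0.0279. Gene length offsets gave potassium channel beta 0.0263, and with the block 0.0172. Leaving out each library gave ASF1 -1.86 to 0.11, NRP1 -0.44 to 0.12, PARP5 -1.23 to 0.0112, CSKA-1 -0.13 to 0.19, CSKB-1 -0.24 to 0.21, SKY1b -0.18 to 0.60, acetyl-CoA acetyltransferase -0.0213 to 0.91, potassium channel beta -0.29 to 0.13 and glucosamine-6-phosphate deaminase -0.16 to 2.44. Over all named genes and settings, 560 values kept their direction and side of the threshold, 29 passed it newly, 22 no longer passed and 37 turned sign.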

Differences from the paper's values

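The paper's numbers are at the thresholds used here (absolute log2 fold change of at least 1 and adjusted p at or below 0.05), from DESeq2. The paper gives 2836 differentially expressed genes, and 346 were called here with edgeR. Of the alternatives set before the data were examined, leaving out H3.3 KO replicate 2 gave 4108, within 1.5 times of the paper's value, and the others, DESeq2 with 1629 included, did not come within it. The paper gives 1996 upregulated genes, against 255 here. Leaving out H3.3 KO replicate 1 (2685) or H3.3 KO replicate 2 (2201) came within 1.5 times, and the others, DESeq2 with 1258 included, did not. The paper gives 840 downregulated genes, against 91 here, and none of these alternatives came within 1.5 times (371 with DESeq2). DESeq2 with an unadjusted p, chosen after seeing these values, gave 3350 genes in all and 2170 upregulated, both within 1.5 times, and 1180 downregulated, also within it. It calls HHT4, HHT2, CAC1 and CAC2 but not HIR1 (log2 fold change -0.98). How many of the paper's called genes it drops was not analysed here, because the paper's gene table was not used.

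The log2 fold change of HHT4 is about 6.2 in Fig. 6B, read by eye, on an axis of log2 fold change, and 3.77 here. The paper's text gives a change of over 6-fold, which a log2 fold change of 3.77 also exceeds. None of the alternatives came within 0.71 of the value in Fig. 6B, and the nearest was 5.31 without WT replicate 1. That limit is the standard error of HHT4 in edgeR over all 4 libraries. The paper's value comes from the same libraries, so such a standard error is only a yardstick and does not test agreement. The log2 fold change of HHT2 is about 3.8 in Fig. 6B, read by eye, and 2.44 here. Without H3.3 KO replicate 2 it was 3.17, within 0.80 of the paper's value, and the other alternatives were not. That limit is the standard error of HHT2 in edgeR over all 4 libraries.

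The paper calls HHT4 and the H3 gene HHT2 upregulated, and neither passed the threshold here (adjusted p 0.0613 and 0.152 from edgeR). DESeq2 calls both, legacy=TRUE, the replicate block with or without gene length offsets, and leaving out either H3.3 KO library call HHT4, and leaving out H3.3 KO replicate 2 calls HHT2. The paper calls HIR1, CAC1 and CAC2 downregulated, and none of the 3 passed here. Their log2 fold changes of -1.01, -1.29 and -1.38 differed from those in Fig. 6B by less than their standard errors in edgeR over all 4 libraries. For CAC1 and CAC2 the paper also reports RT-qPCR, which was not used here. DESeq2 calls CAC2, leaving out H3.3 KO replicate 1 calls HIR1, CAC1 and CAC2, and leaving out H3.3 KO replicate 2 calls CAC2. ASF1, NRP1 and REBL1 were not called in the paper or here.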

Other observations

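The tests of adjacent genes were chosen after the upregulated genes had been seen, and that on opposite strands after the result for all pairs.

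PARP6, a poly(ADP-ribose) polymerase gene (TTHERM_00502600), was at 419 ± 35.4 CPM (SD, n = 2) in H3.3 KO cells and 204 ± 1.17 CPM (SD, n = 2) in WT cells, a log2 fold change of 1.04 (standard error 0.28, adjusted p = 0.109 from edgeR), and it passed both thresholds with DESeq2 and without H3.3 KO replicate 2. PARP5 was at -0.50 and Ku70, a gene of DNA end binding, at 0.15. The casein kinase II subunits CSKA-1, CSKA-2 and CSKB-1 had log2 fold changes of 0.0477, 0.41 and 0.000351, and none passed the test. AIP1 was at 0.65 and UBN1a at 0.40. With library totals as the only scaling, the values of Ku70, CSKA-1, CSKA-2, CSKB-1, AIP1, UBN1a and SKY1b were below 0. DnaK, an HSP70 family chaperone gene (TTHERM_00688300), was at 32.4 and 7.72 CPM in the H3.3 KO libraries and 5.90 ± 0.123 CPM (SD, n = 2) in WT cells, with a log2 fold change of 1.74 (standard error 0.66, adjusted p = 0.188 from edgeR). As the only named member of the list on protein folding it was higher adjusted over the list alone, and without H3.3 KO replicate 2 it passed both thresholds. Without H3.3 KO replicate 1, PARP5 (-1.23) and AIP1 (1.02) passed. The protein kinases SKY1a and SKY1b (-0.33 and 0.26) and potassium channel beta (-0.0643), the only named cation channel gene, were not called in either way.

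Of 3 H3.3 partners at a BFDR at or below 0.01 in the paper's AP-MS table, 0 were called by edgeR (0 at an unadjusted p under 0.05) and 0 by DESeq2, with log2 fold changes from -0.13 to 1.86. The nearest genes of the 5 highest-scoring H3.3 peaks among the 821 rows of Table S9 held here, which are a part of the table, had log2 fold changes from 0.63 to 4.51, with 1 of the 5 below 0 when library totals were the only scaling. Their mean levels ran from 0.486 to 523.8 CPM, the lowest resting on few reads. Of the 5, 0 were called by edgeR (smallest adjusted p 0.0656, 3 at an unadjusted p under 0.05) and 2 were upregulated by DESeq2. Glucosamine-6-phosphate deaminase, both 1 of these 5 genes and 1 of the 3 partners, was at 1.66 (standard error 0.80, adjusted p = 0.268 from edgeR), at -0.16 without H3.3 KO replicate 1 and past both thresholds without H3.3 KO replicate 2. Apart from g25486, which overlaps HHT3 and was called downregulated, the genes on either side of HHT3, 2 each way, had at most 19 counts in any library. The 2 that were tested had log2 fold changes of 2.62 and 2.75 and were not called.

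Upregulated genes lay next to each other among the tested genes more often than in 10000 shuffles within classes of mean expression, with 15 adjacent pairs against a median of 3 (permutation p = 1e-04, the smallest the shuffles can give), and with 14 pairs without overlapping genes. The hypothesis that derepression in H3.3 KO cells may depend on position predicts pairs also between genes on opposite strands, which are not in 1 tandem array. There were 6 such pairs against a median of 1 in the shuffles (permutation p = 0.0049). Neighbouring genes that share a regulator, or transcripts that run past a gene's end, would give the same pattern and were not tested.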
